# A Systems Genetics Approach Implicates *USF1*, *FADS3*, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia

**DOI:** 10.1371/journal.pgen.1000642

**Published:** 2009-09-11

**Authors:** Christopher L. Plaisier, Steve Horvath, Adriana Huertas-Vazquez, Ivette Cruz-Bautista, Miguel F. Herrera, Teresa Tusie-Luna, Carlos Aguilar-Salinas, Päivi Pajukanta

## Abstract

We hypothesized that a common SNP in the 3' untranslated region of the upstream transcription factor 1 (*USF1*), rs3737787, may affect lipid traits by influencing gene expression levels, and we investigated this possibility utilizing the Mexican population, which has a high predisposition to dyslipidemia. We first associated rs3737787 genotypes in Mexican Familial Combined Hyperlipidemia (FCHL) case/control fat biopsies, with global expression patterns. To identify sets of co-expressed genes co-regulated by similar factors such as transcription factors, genetic variants, or environmental effects, we utilized weighted gene co-expression network analysis (WGCNA). Through WGCNA in the Mexican FCHL fat biopsies we identified two significant Triglyceride (TG)-associated co-expression modules. One of these modules was also associated with FCHL, the other FCHL component traits, and rs3737787 genotypes. This USF1-regulated FCHL-associated (URFA) module was enriched for genes involved in lipid metabolic processes. Using systems genetics procedures we identified 18 causal candidate genes in the URFA module. The FCHL causal candidate gene fatty acid desaturase 3 (*FADS3*) was associated with TGs in a recent Caucasian genome-wide significant association study and we replicated this association in Mexican FCHL families. Based on a *USF1*-regulated FCHL-associated co-expression module and SNP rs3737787, we identify a set of causal candidate genes for FCHL-related traits. We then provide evidence from two independent datasets supporting *FADS3* as a causal gene for FCHL and elevated TGs in Mexicans.

## Author Summary

By integrating a genetic polymorphism with genome-wide gene expression levels, we were able to attribute function to a genetic polymorphism in the *USF1* gene. The *USF1* gene has previously been associated with a common dyslipidemia, FCHL. FCHL is characterized by elevated levels of total cholesterol, triglycerides, or both. We demonstrate that this genetic polymorphism in *USF1* contributes to FCHL disease risk by modulating the expression of a group of genes functionally related to lipid metabolism, and that this modulation is mediated by *USF1*. One of the genes whose expression is modulated by *USF1* is *FADS3*, which was also implicated in a recent genome-wide association study for lipid traits. We demonstrated that a genetic polymorphism from the *FADS3* region, which was associated with triglycerides in a GWAS study of Caucasians, was also associated with triglycerides in Mexican FCHL families. Our analysis provides novel insight into the gene expression profile contributing to FCHL disease risk, and identifies *FADS3* as a new gene for FCHL in Mexicans.

## Introduction

Familial combined hyperlipidemia (FCHL) is a common atherogenic dyslipidemia conferring nearly two-fold greater risk for coronary heart disease [1]. FCHL is characterized by familial segregation of elevated fasting plasma triglycerides (TGs), total cholesterol (TC), or both [2],[3]. Another common characteristic of FCHL is elevated levels of fasting plasma apolipoprotein B (ApoB) [1]. In Mexico 12.6% of the general population have combined hyperlipidemia, suggesting that FCHL is a common dyslipidemia in the Mexican population [4].

We previously identified an association within the region of chromosome 1q21-q23 consistently linked to FCHL [5]–[9] with the associated linkage disequilibrium (LD) bin containing variants in upstream transcription factor 1 (*USF1*), and the adjacent gene, F11 receptor (*F11R*) [10]. The association with this LD bin containing *USF1* has been replicated for FCHL, and its component traits TC, TGs and low density lipoprotein cholesterol (LDL-C) in different populations [11]–[13], including Mexicans [14]. It has become evident that the SNP rs3737787 residing in the 3′ UTR of *USF1* captures the disease-associated signal, although its relationship to the causal polymorphism contributing to the etiology of FCHL is unknown. Previous studies involving direct sequencing, extensive genotyping and gene expression analyses of the *USF1* region have not identified any SNPs in the rs3737787 LD bin altering the coding sequence or the expression of *USF1* itself in fat [10] or lymphoblasts [11]. It has, however, been demonstrated that genes known to be regulated by *USF1* were differentially expressed between rs3737787 genotype groups in Finnish fat biopsies [15]. The direct targets of *USF1* were previously identified using chromatin immunoprecipitation and high-resolution promoter microarrays (ChIP-Chip) [16]. Indirect *USF1* target genes remain unknown.

We hypothesized that rs3737787 affects the function of *USF1*, and that this effect could be identified as the differential expression of genes directly or indirectly regulated by *USF1*. To test this hypothesis we first identified the direct and indirect targets of *USF1* by transiently over-expressing *USF1 in vitro* and assaying for differential expression using gene expression microarrays. Next we showed that there is overlap between the genes regulated by *USF1* and genes correlated with rs3737787 genotypes in 70 Mexican FCHL case/control fat biopsies. Adipose tissue is the major storage depot for TGs in the body, and has been suggested to play an important role in the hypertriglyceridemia component of FCHL [17]–[19]. It is also worth noting that TGs are the major focus of our study because the most associated FCHL-component trait with USF1 has been TGs [10],[14],[20]. Liver would also be a highly relevant tissue for gene expression studies of dyslipidemia due to its key role in the regulation of lipid metabolism. However, adipose tissue biopsies represent significantly less severe complications to the research subjects than liver biopsies. Adipose tissue has thus become the most studied tissue in FCHL because of its relevance to TG metabolism and the relatively minimal invasiveness of collecting subcutaneous fat biopsies [10], [15], [18], [21]–[26].

Recent systems genetic strategies that characterize interactions between genotype data and co-expression modules have successfully been applied to complex diseases [27]–[31]. Here we integrate weighted gene co-expression network analysis (WGCNA) with the SNP rs3737787 genotypes to identify an FCHL-related module and develop a systems genetic gene-screening strategy for causal candidate genes of FCHL related traits. We were able to identify two TG related co-expression modules, which are clusters of genes likely to be co-regulated by similar factors (i.e. transcription factors, genetic variants, or environmental effects). We tested the co-expression modules for association with FCHL, FCHL component traits, and rs3737787 genotypes. Several authors have suggested that genetic markers can be used as causal anchors for dissecting the causal relationships between traits. Since randomization is the most convincing method for establishing causal relationships between two correlated traits, it is natural to make use of genetically randomized genotypes (implied by Mendel's laws) to derive causality tests that are less susceptible to confounding by hidden variables [32]–[37]. Here we utilized the network edge orienting (NEO) software [37] coupled with the SNP rs3737787 genotypes to screen for causal candidate genes of FCHL and FCHL component traits. We followed-up a causal candidate gene for both FCHL and TGs, fatty acid desaturase 3 (*FADS3*), residing in the *FADS1-2-3* locus, which was recently implicated for TGs in a meta-analysis of genome-wide association studies for lipids in Caucasians [38]. In an independent Mexican FCHL dataset we replicate the association for TGs with the previously associated genome-wide SNP. To summarize, we identify two co-expression modules associated with TGs, the key component trait of FCHL. We then demonstrate that one of these co-expression modules is also associated with the SNP rs3737787. Our genetic marker based causal screening analysis implicates 18 FCHL causal candidate genes inside this module. Multiple lines of evidence validate the role of *FADS3* as a causal candidate gene for FCHL.

## Results

### Relating rs3737787 Correlated Gene Expression to *USF1*

We hypothesized that if the SNP rs3737787 tagged LD bin alters the function of the transcription factor *USF1*, the effect could be assayed on the downstream expression of *USF1* target genes, or the subsequent targets of those genes. 

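*USF1* encodes a basic helix-loop-helix transcription factor that binds E-box sequences. HEK293T is a human embryonic kidney cell line that carries the SV40 large T antigen, which lets many plasmids replicate to high copy number. Cells were transfected with a plasmid holding the *USF1* coding region or with the empty vector, and RNA taken 48 hours later was hybridized to Affymetrix expression arrays, 3 arrays for USF1 and 3 for Empty vector. The authors summarized the arrays with RMA, which subtracts background and quantile normalizes over the arrays, after masking mis-targeted and nonspecific probes, left out probesets with few remaining probes or mostly absent calls, and corrected for batch effect with ComBat. The batches are not given in the sources used here. The deposited values are on the log2 scale, and the median of an array lay between 5.88 and 6.00. From these values, the log2 difference between USF1 and Empty vector was fitted for every probeset with limma, p-values were adjusted by the method of Benjamini and Hochberg, and an adjusted p-value under 0.05 was taken as a change. Empty vector replicate 1 differed from the other Empty vector arrays by an SD of 0.336 over all probesets in each comparison, against 0.182 between those. The number of arrays limits the precision. As the sources used here do not give whether the arrays of a group came from separate transfections, p-values measure only the spread between these arrays, which may be technical. The p-values also rest on the spread that ComBat left, as the fit holds no term for batch. How this correction affects the number of calls was not tested.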

We transiently over-expressed *USF1* in the HEK293T cell line and assayed for differential expression using gene expression microarrays to detect both direct and indirect targets of *USF1*. Over-expression of *USF1* was validated by western blot (Figure S1). 

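The arrays held 1 probeset named for *USF1* alone. Its log2 value was 4.79 ± 0.13 (SD, n = 3 arrays) in USF1 cells and 4.86 ± 0.43 (SD, n = 3) in Empty vector cells, a difference of -0.071 (SE 0.19, adjusted p-value = 0.836 from limma). Single USF1 arrays lay at 4.76, 4.94 and 4.68, and single Empty vector arrays at 4.37, 5.08 and 5.14. The sign of the difference turned without Empty vector replicate 2 (0.037) and without Empty vector replicate 3 (0.070). The plasmid carries only the coding region of *USF1*, and where the probes of this probeset lie in the transcript is not given in the sources used here, so this probeset cannot check for the transcript made from the plasmid.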

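Over-expression of *USF1* was followed by many small changes and a few large ones in HEK293T cells. At an adjusted p-value under 0.05 from limma, 1974 probesets changed, 715 upward and 1259 downward, which cover 1563 named genes, and 96.3% of these changes were under 2-fold. Changes were ranked over named genes, each at its probeset with the highest mean, so that probesets of several genes or of no named gene and dimmer probesets of a gene were not ranked, and some of these lay among the largest changes. The strongest rise was that of *ACYP2*, an acylphosphatase, from 4.70 ± 0.13 (SD, n = 3 arrays) in Empty vector cells to 7.53 ± 0.26 (SD, n = 3) in USF1 cells on the log2 scale, a difference of 2.83 (SE 0.14, adjusted p-value = 0.000237 from limma). *RGCC*, a regulator of the cell cycle, rose by 2.15 (SE 0.15) and *TRNP1*, a nuclear protein of neural progenitors, by 2.06 (SE 0.12). The adhesion molecule *ICAM3* rose by 2.05 (SE 0.16), the EGF receptor ligand *HBEGF* by 1.88 (SE 0.11), E-cadherin (*CDH1*) by 1.77 (SE 0.11) and the sphingosine kinase *SPHK1* by 1.69 (SE 0.09). *DRC8* (2.11), the imprinted gene *PHLDA2* (1.89) and *ELSPBP1* (1.70) complete the 10 largest rises of this ranking. Its largest falls were smaller. *IQCH* fell by 1.63 (SE 0.22), the DNA damage recognition gene *DDB2* by 1.49 (SE 0.09) and *LPXN*, a focal adhesion protein, by 1.46 (SE 0.13). Smooth muscle actin (*ACTA2*) fell by 1.29 (SE 0.14), *SPATA17* by 1.32 (SE 0.16) and *SETDB2*, of the family of histone methyltransferases, by 1.10 (SE 0.12). The noncoding transcripts *DPH5-DT* (-1.35), *DMTF1-AS1* (-1.26) and *LINC01023* (-1.02) and the locus *LOC100289361* (-1.36) were also among the 10 largest falls. Each of these 20 genes had adjusted p-values from limma between 0.000237 and 0.00779, and each was also called without each array in turn. Over all probesets, 321 were called without each array in turn, 190 of them higher and 131 lower, and the count of calls was 466 without USF1 replicate 1, 369 without USF1 replicate 3, 574 without Empty vector replicate 2 and 1110 without Empty vector replicate 3. Higher values made up 36.2% of the calls, and 56.1% after each array was centred on its median or 50.4% after a further quantile normalization.

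**Figure D1:**
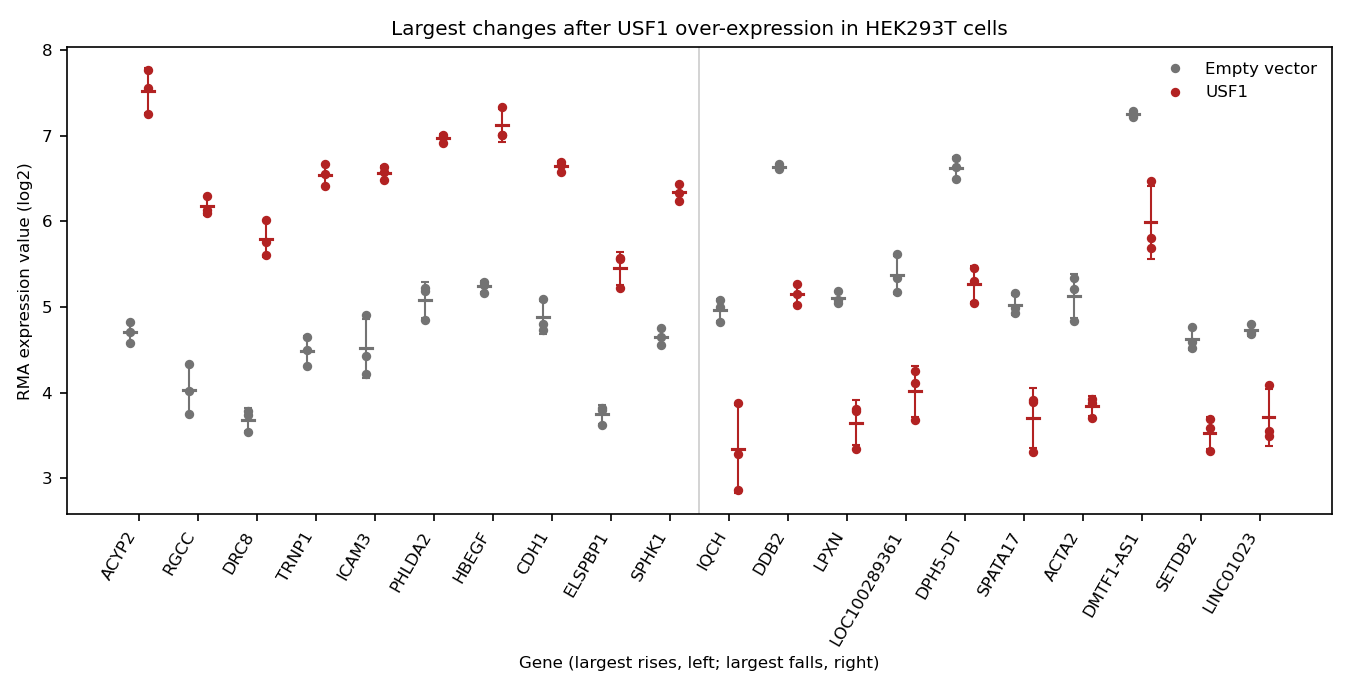
RMA expression values (log2, vertical axis) of the 10 named genes with the largest rise (left) and the 10 with the largest fall (right), each at its probeset with the highest mean, after *USF1* over-expression, 1 point per array in grey for Empty vector and red for USF1, with the mean (long bar) and the SD (error bar) of 3 arrays. In each gene the 3 USF1 arrays lie beyond all 3 Empty vector arrays.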

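Several genes that respond to low oxygen and several genes of glycolysis were higher in cells that over-expressed *USF1*, as were some genes of lipoprotein transport. Of 18 measured hypoxia-responsive genes, 7 rose and none fell at an adjusted p-value under 0.05 from limma (11 rose when adjusted over the list alone, and 12 rose and 0 fell at an unadjusted p-value under 0.05). *ANKRD37* rose by 0.79 (SE 0.15), the MYC antagonist *MXI1* by 0.54 (SE 0.08) and *P4HA2*, a subunit of collagen prolyl hydroxylase, by 0.36 (SE 0.09), while *VEGFA* had a log2 difference of -0.13 (SE 0.10). The list stood above the other genes in camera, limma's set test, at an adjusted p-value of 3.82e-06 (adjusted p-value = 0.473 with an estimated correlation). Without the estimated correlation, camera called 5 lists for the real groups and up to 11 for other splits of the 6 arrays. The number of lists it calls therefore does not set the real groups apart. Of 18 measured genes of glycolysis, 5 rose and none fell (6 rose when adjusted over the list alone, and 7 rose and 0 fell unadjusted), at an adjusted p-value of 0.000139 from camera (adjusted p-value = 0.626 with an estimated correlation). They were *ALDOA* (0.64, SE 0.15) and 4 that are on the hypoxia list too, the glucose transporter *SLC2A1* (0.54, SE 0.09), *ALDOC* (0.46, SE 0.13), hexokinase *HK2* (0.44, SE 0.10) and *PDK1* (0.32, SE 0.08, with 1 of its 2 probesets called), which restrains pyruvate dehydrogenase. The glycolysis list was not tested without the genes it shares with the hypoxia list, so its result is not separated from that of hypoxia. Of 10 measured genes of lipoprotein uptake and export, 3 rose and none fell (5 rose when adjusted over the list alone, and 5 rose and 0 fell unadjusted), namely the apolipoproteins *APOC1* by 1.24 (SE 0.13) and *APOE* by 0.90 (SE 0.19) and the receptor *LRP10* by 0.72 (SE 0.12). This list had an adjusted p-value of 0.0016 from camera (adjusted p-value = 0.626 with an estimated correlation). Without Empty vector replicate 1, 7 hypoxia genes rose, 5 of them among those with all arrays, and 5 genes of glycolysis and 4 of lipoprotein transport rose. After each array was centred on its median, 11 hypoxia genes rose and none fell. *APOC1*, *SLC2A1* and *MXI1* were called without each array in turn. *ANKRD37*, *HK2*, *ALDOA*, *APOE* and *LRP10* lost their call without at least 1 array, and *PDK1* without any 1 of the 6. *P4HA2* and *ALDOC* lay nearest the threshold among the hypoxia rises (adjusted p-value = 0.0438 and 0.0492 from limma). Either *P4HA2* or *ALDOC* lost its call without Empty vector replicate 1, as *PDK1* did. A share of RNA quality in the rises of these lists was not tested. Nor was it tested in any other difference between USF1 and Empty vector arrays given here, the largest changes, the other lists and the overlaps included. Leaving out Empty vector replicate 1 keeps replicate 2. The actin 5' minus 3' value was low in Empty vector replicate 1 (-1.34) and replicate 2 (-1.04). It was -0.516 in Empty vector replicate 3 and -0.681 to -0.493 in USF1 arrays. The *GAPDH* value of Empty vector replicate 2 (-0.316) was not low.

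**Figure D2:**
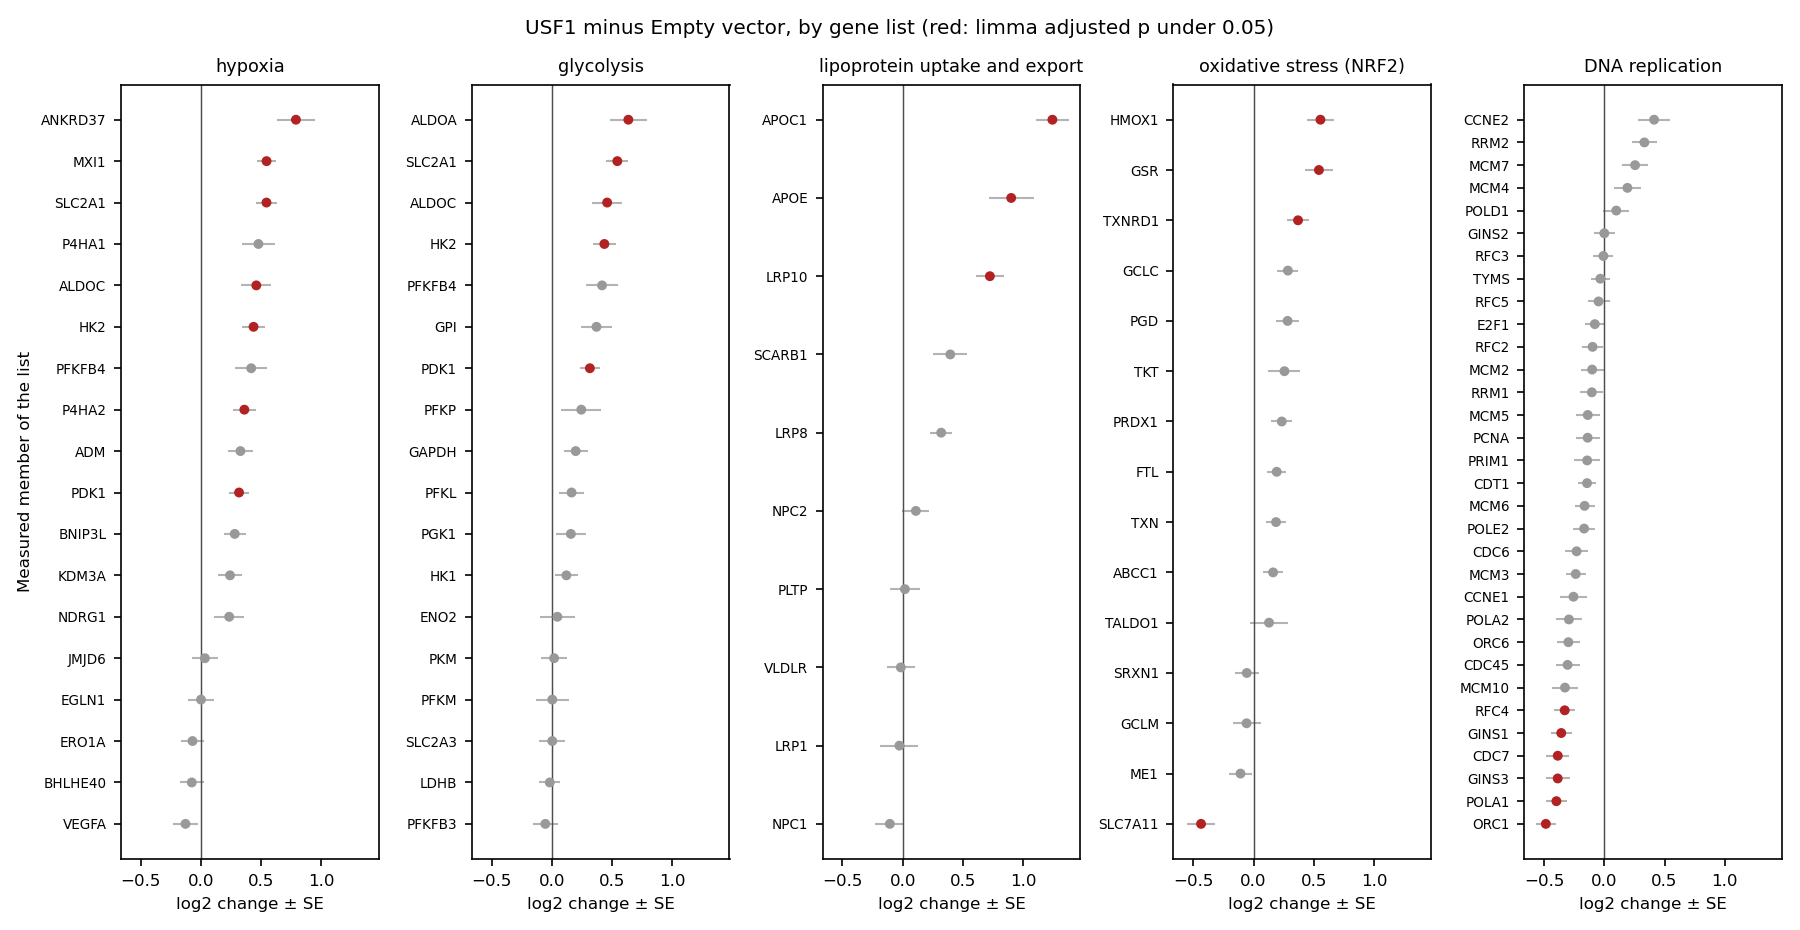
Log2 difference between USF1 and Empty vector cells (horizontal axis) with its standard error (bar) for each measured gene (vertical axis) of 5 gene lists, in red where the adjusted p-value from limma is under 0.05. The panel of hypoxia-responsive genes shows 7 red points right of 0, and the panel of DNA replication 6 red points left of it.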

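Some antioxidant genes were higher and several genes of DNA replication lower in USF1 cells, and lysosome genes changed in both directions. Of 15 measured targets of NRF2, a regulator of antioxidant genes, heme oxygenase *HMOX1* (0.56, SE 0.11), glutathione reductase *GSR* (0.54, SE 0.12) and thioredoxin reductase *TXNRD1* (0.37, SE 0.09) rose and the cystine transporter *SLC7A11* fell (-0.44, SE 0.12, with 2 of its 3 probesets called), with 5 up and 1 down when adjusted over the list alone. The adjusted p-value from camera was again 0.0016 (adjusted p-value = 0.396 with an estimated correlation). Of 26 measured lysosome genes, 6 rose and 2 fell (7 and 2 when adjusted over the list alone). The channel *MCOLN1* (0.48, SE 0.09) and the cathepsins *CTSF* (0.57, SE 0.12) and *CTSA* (0.47, SE 0.10) rose, and *TFE3*, a transcription factor of lysosome genes, fell by 0.49 (SE 0.11, with 1 of its 2 probesets called). The adjusted p-value of this list was 0.0396 from camera (adjusted p-value = 0.85 with an estimated correlation), and it was 0.0836 without USF1 replicate 1, 0.11 without Empty vector replicate 2 and 0.0744 without the 25% of probesets with the lowest mean. Of 32 measured genes of DNA replication, 6 fell and none rose (10 fell and 2 rose when adjusted over the list alone, and 13 fell and 3 rose unadjusted), among them the origin recognition subunit *ORC1* (-0.49, SE 0.08), polymerase alpha *POLA1* (-0.40, SE 0.09), the kinase *CDC7* (-0.39, SE 0.10) and *GINS1* (-0.36, SE 0.09), but the list did not pass camera (adjusted p-value = 0.177). It passed fry, which asks whether the genes of a list move one way and sets them against no other genes (adjusted p-value = 0.0306). Of 13 measured genes that earlier work names as targets of USF1, *IGF2R* (0.44, SE 0.09), *APOE* and *HMOX1* rose and *ACACA*, acetyl-CoA carboxylase, fell by 0.46 (SE 0.10, with 1 of its 2 probesets called), with 3 up and 2 down when adjusted over the list alone and an adjusted p-value of 0.0972 from camera. Without Empty vector replicate 1, 3 NRF2 targets rose and 1 fell, 5 lysosome genes rose and 2 fell, and 4 genes of DNA replication fell. After each array was centred on its median, 2 genes of DNA replication fell and 1 rose, with *CDC7* and *GINS1* no longer called, and 5 NRF2 targets rose and none fell. Each call of a gene named from these lists was lost without at least 1 array.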

In our over-expression analysis, we identified 2,897 genes that were directly or indirectly regulated by *USF1* over-expression *in vitro* (Table S1). We validated the differential expression of nine genes (*AGT*, *AK5*, *CNR1*, *GALR2*, *IGFBP7*, *KISSR1*, *PLXDC1*, *PLXNC1* and *PROK2*) using quantitative real-time PCR (Figure S2).

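Of these genes, *IGFBP7*, an insulin-like growth factor binding protein secreted by many cell types, had a probeset among the deposited values, and the other 8 are not analysed here. *IGFBP7* rose from a log2 value of 4.63 ± 0.12 (SD, n = 3 arrays) in Empty vector cells to 5.60 ± 0.24 (SD, n = 3) in USF1 cells. This is a log2 difference of 0.97 (SE 0.13, adjusted p-value = 0.00555 from limma), and *IGFBP7* was called without each array in turn.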

Next we utilized an independent gene expression dataset of 70 Mexican FCHL case/control fat biopsies whose clinical characteristics are given in Table 1. We observed 972 genes (gene expression profiles) significantly correlated with rs3737787 genotypes using an additive model (Table S2). 

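The rs3737787 correlated genes include genes that changed when *USF1* was over-expressed in HEK293T cells. *SLC25A20*, the carrier that brings acylcarnitines into mitochondria for oxidation, was lower in USF1 cells by a log2 difference of -0.69 (SE 0.09, adjusted p-value = 0.00528 from limma), and *AKT2*, a kinase of insulin signalling, by -0.61 (SE 0.09, adjusted p-value = 0.0075 from limma) at 1 of its 3 probesets. That probeset is the dimmest of them, with mean log2 values of 3.56 in USF1 and 4.17 in Empty vector cells, and the others, at -0.055 and -0.25, did not pass. *TRNP1* and *ACTA2*, with some of the largest changes, are on both lists as well. So are *STX6*, a syntaxin of the Golgi whose call was lost without at least 1 array, at 0.43 (SE 0.10, adjusted p-value = 0.0305 from limma) and *XPOT*, the export receptor of tRNA, which did not pass limma at -0.41 (SE 0.11, adjusted p-value = 0.0516 from limma) but is on the list from the methods' t-test. That list, at an unadjusted p-value of at most 0.05, holds 3419 probesets. The copy of Table S2 used here lists 1149 probesets with 958 Entrez genes and 31 probesets without an Entrez gene, where the paper gives 972 genes, and 961 of its probesets are among those measured in HEK293T cells. The lists shared 220 probesets against 198.3 expected by chance, a fold-enrichment of 1.11 (p-value = 0.0774, Fisher's exact test, 2-sided). The expected number counts all probesets measured in HEK293T cells, including any that were not measured in fat and cannot be on the rs3737787 list, as Table S4, which lists the probesets of fat, is held here only in part. The fold-enrichment was 0.987 (p-value = 0.918, Fisher's exact test) with the 1974 probesets called by limma in place of the list from the methods' t-test. With the list from the methods' t-test made without single arrays, it ranged from 0.969 (p-value = 0.76, without Empty vector replicate 2) to 1.15 (p-value = 0.0779, without USF1 replicate 1), both from Fisher's exact test.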

The rs3737787 correlated genes had significant overlap both with i) the set of *USF1* regulated genes identified in our *USF1* over-expression experiment (n = 277; p-value = 3.0×10^−5^; fold-enrichment = 1.22) and ii) the previously published genes identified by ChIP-Chip [16] which are directly regulated by *USF1* (n = 117; p-value = 0.0051; fold-enrichment = 1.23). Furthermore, we also observed significant overlap between the rs3737787 correlated genes and the 2,189 genes differentially expressed between FCHL cases and normolipidemic controls (n = 245; p-value = 0.0030; fold-enrichment = 1.16) (Table S3), supporting a link from rs3737787 to FCHL etiology. 

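Counted as distinct genes named from probesets of 1 gene, the methods' t-test gave 2689 genes, where the copy of Table S1 lists 2846 Entrez genes. In this count 768 rs3737787 correlated genes were measured in HEK293T cells. Both lists held 240 genes, where 215.4 were expected over the genes measured in HEK293T cells, a fold-enrichment of 1.11 (p-value = 0.0443, Fisher's exact test, 2-sided). This background again includes any genes not measured in fat, so no enrichment is read from the value. With genes permuted within strata of probeset number and mean expression, an alternative chosen after the data were seen, 227.9 shared genes were expected (fold-enrichment 1.05, p-value = 0.328, permutation test, 2-sided). The paper reasons that if variants tagged by rs3737787 alter the function of *USF1*, the effect could be seen in the expression of genes downstream of it, and it sets the genes that over-expression changed in HEK293T cells against the genes correlated with rs3737787 in fat. The paper also sets the correlated genes against genes bound by *USF1* in published ChIP-Chip data and against the genes that differ between FCHL cases and controls, which were not compared here. From the overlaps it proposes that the effect of rs3737787 on FCHL runs through *USF1*.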

Taken together, the overlap between rs3737787 correlated genes and genes regulated by *USF1* suggest that the effect of rs3737787 on FCHL is mediated through the transcription factor *USF1*.

**Table 1:** Clinical characteristics for Mexican FCHL fat biopsy cases/controls.

Clinical Trait	FCHL	Normolipidemic	P-value^A^
n (Male)	38 (21)	32 (15)	
Age	38±9.3	38±8.7	0.91
BMI	27±2.4	25±2.9	0.02
Total Cholesterol (mmol/L)	6.8±1.2	4.6±0.74	2.7×10^−13^
Triglycerides (mmol/L)	4.7±2.6	1.7±1.1	9.3×10^−8^
ApoB (g/L)	140±22	92±23	2.9×10^−12^

A Student's t-test p-value.

### Weighted Gene Co-Expression Network Analysis

The gene expression variation between individuals in the Mexican FCHL fat biopsies is due to a combination of genetic and environmental factors. Ascertainment for disease status enriches the cases with factors leading to hyperlipidemia, and contrasting the cases with the controls will allow these factors to be more easily identified. We utilized weighted gene co-expression networking analysis (WGCNA) to identify gene co-expression modules summarizing the main trends in variation for the Mexican FCHL case/control fat biopsies. The WGCNA method clustered the 14,942 gene expression probes on the Mexican FCHL case/control microarrays into 28 gene co-expression modules (Table S4). Each of the modules was labeled with a unique color as an identifier. We then characterized each module for enrichment of functionally-related genes (Table S5). To summarize the gene expression profiles of the highly correlated genes inside a given module, we use the first principal component, which is referred to as the module eigengene (ME). We tested the amount of trait variance explained by each ME (Table S6), which provides insight into how much influence each module has on a particular trait. We also tested each ME for correlation with the quantitative FCHL component traits: TC, TG and ApoB (Figure 1). Given the high level of correlation between the FCHL component traits (correlation TC & TG = 0.57; correlation TC & ApoB = 0.90; correlation TG & ApoB = 0.59), we approximate the total number of independent tests to be 2. Therefore, a Bonferroni correction would have to account for a total of 56 multiple comparisons (28 modules×2 independent tests). Thus using Bonferroni correction we would require a p-value less than or equal to 8.9×10^−4^ in order to maintain an experiment-wide type I error rate of 0.05. This highlights a major statistical advantage of our module based analyses over conventional differential expression analyses which have to account for tens of thousands of multiple comparisons.

**Figure 1:**
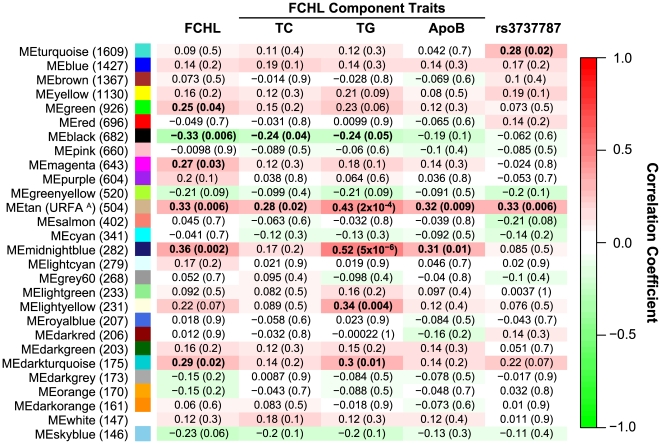
Correlation of module eigengenes (ME) with clinical traits and rs3737787 SNP genotypes. The rows are labeled by the ME color, and in parentheses is the number of genes in the module. The columns are labeled by SNP or clinical trait. The quantitative clinical traits, all except for FCHL which is qualitative, were corrected for significant covariates (age and/or sex) and standardized before use in analyses. The correlation coefficients are shown for each cell, and in parentheses is the p-value for the significance of the correlation. Cells are colorized based on the strength and sign of the correlation according to the scale on the right hand side of the figure. ^A^The tan module has been renamed to the *USF1*-regulated FCHL-associated (URFA) module.

### TG-Associated Module Eigengenes

We observed two modules (or more precisely MEs) significantly associated with TGs (tan ME correlation = 0.43, p-value = 2×10^−4^, Bonferroni-corrected p-value = 0.011; midnightblue ME correlation = 0.52, p-value = 5×10^−6^, Bonferroni-corrected p-value = 0.00028), the key component trait of FCHL. Interestingly, the associations of the tan and midnightblue ME with TGs were experiment-wide significant as they were less than the most conservative multiple comparison correction (Bonferroni-corrected p-value for 56 tests, p-value≤8.9×10^−4^). Using a multivariate regression model, we observed that the two TG associated MEs explained 30% of TG trait variance, which is relatively high considering this is a complex trait. Both the tan and midnightblue MEs were also marginally associated with qualitative FCHL disease status (tan ME correlation = 0.33, p-value = 0.006; midnightblue ME correlation = 0.36, p-value = 0.002), although these associations did not beat multiple testing correction (Figure 1). The association pattern of the tan ME with the FCHL component traits was characteristic of FCHL: elevated plasma levels of TC, TG and ApoB (TC correlation = 0.28, p-value = 0.02; TG correlation = 0.43, p-value = 2×10^−4^; ApoB correlation = 0.32, p-value = 0.009) (Figure 1). The midnightblue ME had a similar association pattern with the FCHL component traits (TG correlation = 0.52, p-value = 5×10^−6^; ApoB correlation = 0.31, p-value = 0.01), although it was not associated with TC (correlation = 0.17, p-value = 0.20) (Figure 1). We observed significant overlap (p-value≤2.7×10^−10^) between the FCHL differentially expressed genes and the tan and midnightblue module genes (tan module overlap p-value = 2.7×10^−10^; midnightblue module overlap p-value = 4.6×10^−31^) (Table 2). Given that FCHL is known to be a complex disease, it is not surprising that FCHL status is associated with multiple modules. Both of these modules are likely to be regulated by different genetic or environmental factors which contribute to the etiology of FCHL.

**Table 2:** Overlap of FCHL modules with FCHL differentially expressed gene list.

Module	FCHL Differentially Expressed Genes (n = 2,189)	
	Overlap (Enrichment^A^)	P-value
Tan (URFA^B^) (n = 504)	142 (1.60)	2.7×10^−10^
Midnightblue (n = 282)	130 (2.55)	4.6×10^−31^

A Enrichment is calculated as the fold-change in enrichment defined as the observed overlap divided by the expected overlap.

B The tan module has been renamed to the *USF1*-regulated FCHL-associated (URFA) module.

### rs3737787-Associated Module Eigengenes

Integrating the co-expression modules with genetic data provides insight into the function and regulation of each module. The turquoise and tan MEs were associated with the rs3737787 genotypes (turquoise ME correlation = 0.28, p-value = 0.02; tan ME correlation = 0.33, p-value = 0.006) (Figure 1). We observed a significant overlap between the rs3737787 correlated genes and both the turquoise and tan module genes (Table 3). The tan module was the only module to be associated with FCHL, the FCHL component trait signature, and rs3737787 genotypes. To emphasize the biological implications of the tan module, we renamed it as the *USF1*-regulated FCHL-associated (URFA) module. The turquoise module was not significantly associated with FCHL, suggesting that while the expression of turquoise module genes depends on rs3737787 genotypes, the gene functions of the turquoise module are less likely to be related to FCHL (Figure 1, Table S5). These results demonstrate that rs3737787 genotypes predict the expression of many genes, some of which predispose to FCHL.

**Table 3:** Overlap of rs3737787 modules with genes differentially expressed by the rs3737787 genotypes.

Module	rs3737787 Correlated Genes (n = 972)	
	Overlap (Enrichment^A^)	P-value
Turquoise (n = 1609)	345 (2.72)	1.6×10^−82^
Tan (URFA^B^) (n = 504)	188 (4.70)	1.4×10^−87^

A Enrichment is calculated as the fold-change in enrichment defined as the observed overlap divided by the expected overlap.

B The tan module has been renamed to the *USF1*-regulated FCHL-associated (URFA) module.

We should point out that our sample size of 70 individuals provides 80% power to detect a significant association (p-value≤0.05) with correlation coefficient = 0.33, and only limited power to rule out associations with a correlation coefficient<0.33. To have 80% power to detect a significant association (p-value≤0.05) when the true correlation coefficient = 0.2 requires 194 individuals, and when the true correlation coefficient = 0.1 requires 783 individuals. Therefore our sample size does not permit us to rule out associations of smaller magnitude (correlation coefficient<0.33). However, our sample size of 70 individuals provides enough power to detect significant moderate correlations (correlation coefficient≥0.33) between eigengenes, SNPs, and clinical traits.

### *USF1*-Regulated FCHL-Associated (URFA) Module Characterization

The URFA module contains 504 co-expressed genes that are enriched for the gene ontology (GO) Biological Process categories of Cellular Lipid Metabolic Processes and Lipid Metabolic Processes (p-values = 1.0×10^−5^ and 9.3×10^−6^; Benjamini-Hochberg multiple comparison corrected p-values = 0.022 and 0.039) (Table S5). The URFA ME accounts for 10% of the variation of FCHL, 6% of TC, 17% of TG, and 9% of ApoB (Table S6). The fact that the URFA ME was associated with rs3737787 reflects the fact that most module genes are at least partially regulated by this SNP. To evaluate whether the module causally affects FCHL component traits, we utilized the Network Edge Orienting (NEO) R software package [37] which takes SNP genotypes as input into structural equation models that compute causal edge orienting scores (referred to as LEO.NB scores). Since we are only considering a single SNP (rs3737787) we computed LEO.NB.*SingleMarker* scores for the causal orientation of a ME→trait. The LEO.NB.*SingleMarker* score is a relative model fitting index for the causal model (rs3737787→ME→trait) relative to alternative causal models, and the larger the value for the LEO.NB.*SingleMarker* score the stronger the evidence that this causal orientation is correct. We required that the our causal model fit at least two times better than the next best alternative model, which equates to a LEO.NB.*SingleMarker* score of 0.3 [28] (please see the Materials and Methods for a detailed description). We found sufficient evidence to infer a causal relationship between the URFA ME and fasting plasma TGs levels (LEO.NB.*SingleMarker* score = 0.31), the key component trait of FCHL. The LEO.NB.*SingleMarker* score for the URFA ME to FCHL was 0.25. We then used the NEO software to prioritize genes inside the URFA module by calculating the LEO.NB.*SingleMarker* scores evaluating the causal model (rs3737787→gene expression→trait). We identified 18 causal candidate genes for FCHL, and 171 causal candidate genes for fasting plasma TGs levels (Table S7). We observed 13 causal candidate genes for both FCHL and TG. None of the URFA module genes showed evidence for causally affecting TC or ApoB. Since our interest was in FCHL disease status, we characterized the 18 causal candidate genes for FCHL disease status as potential candidate genes for genetic association studies in Mexican FCHL families (Table 4).

**Table 4:** Genes causally linked to FCHL (rs3737787→Gene Expression→FCHL) with LEO.NB.*SingleMarker* score≥0.30 from the URFA module.

Affymetrix ProbeSet	Gene Name	Associations	Network Connectivity	Kathiresan GWAS Minimum Regional P-values^B^	
				LDL	TG
214033_at	*ABCC6*	CAD, HDL, PSE, TG	34.1	7.5×10^−3^ (rs212077)	1.2×10^−4^ (rs9924674)
203925_at	*GCLM*	AvgIMT, CHD, MI, T2D, VCI	33.1	8.4×10^−4^ (rs2281525)	4.1×10^−3^ (rs12070273)
209740_s_at	*PNPLA4*	NA	28.3	NA^C^	NA^C^
204257_at	*FADS3*	HDL, PUFA, TG	27	4.2×10^−4^ (rs174549)	3.3×10^−7^ (rs102275)
227117_at	*XPOT*	NA	20.3	1.2×10^−3^ (rs10878151)	1.1×10^−3^ (rs11504159)
212799_at	*STX6*	NA^A^	17.2	1.5×10^−3^ (rs17299701)	9.1×10^−3^ (rs6658713)
204057_at	*IRF8*	HEPC	15.3	2.6×10^−4^ (rs903194)	5.7×10^−4^ (rs4843966)
214152_at	*CPR8*	NA	12.9	7.9×10^−3^ (rs12902248)	1.6×10^−2^ (rs4774780)
214696_at	*C17orf91*	NA	12.1	7.9×10^−5^ (rs17761734)	6.6×10^−4^ (rs2955626)
205404_at	*HSD11B1*	BC, HT, T2D	11.1	1.6×10^−4^ (rs6659502)	2.1×10^−3^ (rs7536585)
236664_at	*AKT2*	MetS, T2D, TC/HDL	9.8	7.0×10^−3^ (rs10412191)	4.6×10^−4^ (rs4803342)
203625_x_at	*SKP2*	NA	8.9	9.7×10^−3^ (rs1610218)	4.8×10^−4^ (rs6895261)
50374_at	*C17orf90*	NA	8.5	2.5×10^−3^ (rs11150780)	1.8×10^−2^ (rs7210742)
229144_at	*KIAA1026*	NA	5.3	9.3×10^−4^ (rs9442193)	3.5×10^−3^ (rs12141589)
205452_at	*PIGB*	NA	3.6	7.9×10^−3^ (rs12902248)	1.6×10^−2^ (rs4774780)
209268_at	*VPS45A*	NA^A^	2.7	5.1×10^−3^ (rs7537292)	1.3×10^−2^ (rs6587552)
214252_s_at	*CLN5*	NCL	2.2	3.5×10^−3^ (rs851251)	9.5×10^−3^ (rs1537063)
228641_at	*CARD8*	AZ, RA	0.8	4.9×10^−5^ (rs3760802)	1.6×10^−4^ (rs11669775)

AvgIMT indicates average intima-media thickness; AZ, Alzheimer's disease; BC, body composition; CAD, coronary artery disease; CHD, coronary heart disease; HDL, low levels of high-density lipoprotein cholesterol; HEPC, hepatitis-C; HT, hypertension; MI, myocardial infarction; NCL, neuronal ceroid-lipofuscinosis; PSE, pseudoxanthoma elasticum; PUFA, polyunsaturated fatty acids; T2D, type II diabetes; TC/HDL, total cholesterol/high-density lipoprotein cholesterol ratio; TG, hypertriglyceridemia; and VCI, vascular cognitive impairment.

A *STX6* and *VSP45A* proteins are known to physically interact.

B Minimum P-value from a region spanning 1 Mbp on either side of the gene from Kathiresan et al., 2009 [38].

C *PNPLA4* resides on the X chromosome, and there weren't any SNPs tested within the specified region in the Kathiresan et al., 2009 [38].

### Replication of Association to the *FADS1-2-3* Gene Locus

Fatty acid desaturase 3 (*FADS3*) was 1 of the 18 genes causally linked to FCHL. Interestingly, variation from the *FADS1-2-3* genomic region was previously associated with TGs in a recent meta-analysis of GWAS in Caucasians [38]. We chose to follow-up the SNP rs174547 residing in the *FADS1-2-3* locus which was significantly associated with TGs at the genome-wide level in this previous meta-analysis [38]. The same study demonstrated that the SNP rs102275, in complete LD with rs174547 in Caucasians, predicted the expression of *FADS1* and to a lesser extent *FADS3* in human liver [38]. We hypothesized that because *FADS3* expression was associated with FCHL, any variation affecting the expression of *FADS3* could be associated with FCHL or an FCHL component trait, especially TGs. Therefore we genotyped both rs174547 and rs102275 in the Mexican FCHL case/control fat biopsies (n = 70). We observed a large allele frequency discrepancy between the Mexican and Caucasian populations for both rs174547 and rs102275, which was also present in the HapMap Phase 3 data (rs174547: Caucasian T allele = 0.66, Mexican T allele = 0.34; rs102275: Caucasian T allele = 0.65, Mexican T allele = 0.30). The LD between rs174547 and rs102275 was reduced in the Mexican samples compared to the Caucasian population (Mexican r^2^ = 0.90; Caucasian r^2^ = 1.0), indicating that the SNPs are no longer completely redundant in the Mexican population. Therefore, we report the results for both SNPs (Table 5). In the 70 Mexican individuals undergoing fat biopsies, the major alleles of both SNPs were associated with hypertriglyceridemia as defined by TGs dichotomized by the 90^th^ age-sex specific population percentiles (rs174547 p-value = 0.024, rs102275 p-value = 0.012). Despite the switch in allele frequencies, the association was observed with the same allele (C) as in Caucasians and thus, the direction of the association is identical to the previous genome-wide association study [38]. We then proceeded to test these two SNPs for replication in the Mexican families with FCHL and its component traits (Table 6). The major alleles of both SNPs were associated with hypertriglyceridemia as defined by TGs dichotomized by the 90^th^ age-sex specific population percentiles (rs174547 p-value = 0.0071, rs102275 p-value = 0.0034), and again the direction of the association was consistent with the previous genome-wide association study [38]. The association in the Mexican FCHL families with rs102275 was Bonferroni corrected significant (rs102275 corrected p-value = 0.034). These results replicate the findings for the *FADS1-2-3* locus in the Mexican population.

**Table 5:** Replication of association evidence for *FADS1-2-3* locus in 70 Mexican FCHL case/control fat biopsies with qualitative lipid traits.

SNP	Minor Allele	MAF	FCHL		FCHL Component Traits					
					TC		TG		ApoB	
			Beta	P-value	Beta	P-value	Beta	P-value	Beta	P-value
rs174547	T	0.33	−0.59±0.35	0.09	−0.42±0.35	0.23	−0.94±0.42	0.024	−0.75±0.37	0.044
rs102275	T	0.29	−0.62±0.35	0.072	−0.5±0.35	0.16	−1.12±0.45	0.012	−0.74±0.37	0.044

**Table 6:** Replication of association evidence for *FADS1-2-3* locus in Mexican FCHL families with qualitative lipid traits.

SNP	Minor Allele	MAF	FCHL		FCHL-Related Traits					
					TC		TG		ApoB	
			Z	P-value	Z	P-value	Z	P-value	Z	P-value
rs174547	T	0.28	−0.55	0.58	−0.37	0.7	−2.69	0.0071	−0.29	0.77
rs102275	T	0.23	−0.65	0.52	−1.08	0.28	−2.93	0.0034^A^	−0.91	0.36

A Multiple testing corrected significant (Bonferroni correction≤0.0063 = 0.05/[2 SNPs×4 traits]).

### Predicting the Expression of *FADS1* and *FADS3* in Adipose Tissue

Of the three fatty acid desaturase genes in the *FADS1-2-3* locus, we observed that only the expression of *FADS3* was associated with FCHL disease status in adipose tissue (204257_at correlation = 0.31, p-value = 0.0084; 216080_s_at correlation = 0.31, p-value = 0.0092). This result indicates that increasing expression of *FADS3* is associated with increased risk for FCHL. We then tested whether the two SNPs rs174547 and rs102275 predicted the expression of *FADS1* and/or *FADS3* in the Mexican FCHL case/control fat biopsies. We observed a marginally significant prediction of *FADS1* expression (rs174547 correlation = 0.26, p-value = 0.027; rs107225 correlation = 0.20, p-value = 0.089), and little to no evidence for prediction of *FADS3* expression (rs174547 correlation = −0.15, p-value = 0.22; rs102275 correlation = −0.14, p-value = 0.25). These results were consistent with the results from Caucasian human liver samples where rs102275 predicted the expression of *FADS1* and to a lesser extent *FADS3* expression.

## Discussion

By integrating both genetic and transcriptome profile data we were able to attribute a function to the FCHL associated, rs3737787-tagged LD bin. We first provide evidence that the SNP rs3737787 has an effect on global expression profiles, and further evidence suggesting that this effect is mediated by *USF1*. We then identified two TG-associated co-expression modules one of which (the URFA module) was also associated with the FCHL, the other FCHL component traits, and rs3737787 genotypes. The URFA module was enriched for the GO Biological Process categories Lipid Metabolic Process and Cellular Lipid Metabolic process. The URFA module also contained eighteen genes causally linked to FCHL. One of the causal genes for FCHL, *FADS3*, coincides with a previous genome-wide significant association signal for TGs [38]. We demonstrate that the genome-wide associated SNP also has an effect on TGs in the Mexican FCHL families. In summary, we demonstrate the function of the rs3737787 LD bin, construct and characterize a co-expression network for Mexican FCHL case/control fat biopsies, and demonstrate that the loci identified as causal can harbor variants associated with FCHL or FCHL component traits.

There are three SNPs from the rs3737787 tagged LD bin residing within the USF1 gene. Although our current study does not allow us to pinpoint which of these three USF1 SNPs in LD is the actual causative SNP, we were able to demonstrate that an allele-dependent effect of the rs3737787 tagged LD bin on downstream genes is mediated by USF1 and not the adjacent gene F11R. To identify the causal SNP in USF1, additional functional studies are warranted that investigate allele-dependent effects of each of the three SNPs on USF1 isoform and protein levels.

Gene co-expression networking methods have been successfully applied in a variety of different settings [39]–[46]. We utilized weighted gene co-expression network analysis (WGCNA) for the following reasons. First, it is assumed that co-expression is a biological process, and as such a co-expression module is a set of genes that are likely to be co-regulated by similar factors (e.g. shared transcription factors, genetic variants or environmental effects). Second, modules (and corresponding module eigengenes) represent a biologically motivated data reduction method which greatly alleviates the multiple comparison problem inherent in genomic data analysis. Third, we provide annotation tables for module membership (Table S4) and URFA module causal candidate genes measures (Table S7), which provides a resource for other investigators. Our unbiased module detection analysis identified a module that was associated with rs3737787 genotypes, fasting plasma TG levels, FCHL disease status, and contained genes that are causal drivers of TG levels. It is difficult to ascertain if the URFA module can be identified in other tissues. Nevertheless, we consider that the identification of the URFA module in fat does further implicate a biological role of fat tissue in FCHL, although we cannot establish whether these FCHL modules are tissue-specific.

Our approach provides insight to how the SNP rs3737787 confers increased risk for FCHL, by demonstrating that it regulates the URFA module eigengene which in turn contributes to increased TG levels, a key component trait of FCHL. The URFA module can be considered rs3737787-genotype dependent, while the other TG associated midnightblue module was not dependent on rs3737787 genotypes. The variation regulating other modules remains to be discovered.

We conducted a literature search for links between the 18 FCHL causal candidate genes from the URFA module to lipid related phenotypes and/or atherogenic processes. Three of the FCHL causal candidate genes were directly related to lipid phenotypes (*ABCC6*, *AKT2*, *HSD11B1*), and two others were likely to be related to lipid phenotypes (*FADS3*, *PNPLA4*) via homology. We also identified genes which were related to atherogenic processes such as inflammation (*CARD8*, *ICSBP1*, *STX6*) and reactive oxygen species (*GCLM*). Among the 18 genes there are also putative genes and genes with little known function. The function of these novel candidate genes can be studied *in vivo* or *in vitro*, and will be useful in understanding how the URFA module contributes to the etiology of FCHL. Importantly, some of the genes causally linked to FCHL (*ABCC6*, *AKT2*, *FADS3*, *GCLM*, *HSD11B1*) have already been associated with FCHL related traits in humans (Table 3 and Table S8). Studies in mice have also demonstrated that genetic manipulation of *Abcc6*, *Akt2* and *Hsd11b1* affect FCHL component traits or related phenotypes [47]–[49]. Together these data support a causal association between the 18 causal candidate genes from the URFA module and FCHL. Although we present strong statistical and biological evidence in support of our findings, we want to emphasize that additional biological validation studies are warranted.

Identifying the associated gene(s) from the genetic association evidence for the *FADS1-2-3* locus in humans is complicated by the fact that multiple LD blocks have been associated with several different but related lipid traits [38], [50]–[57], as well as coronary artery disease [55] and nonfatal myocardial infarction [57]. It has been established that both *FADS1* and *FADS2* function as a fatty acid desaturase [58],[59] in the pathway generating polyunsaturated fatty acids from the essential Omega-3 and Omega-6 fatty acids. The function of *FADS3* is unknown, although it shares 52% sequence identity with *FADS1* and 62% with *FADS2* [60], suggesting that *FADS3* may also function as a fatty acid desaturase. Our findings demonstrate that *FADS3* expression is regulated by rs3737787 genotypes in adipose tissue, and that this differential expression causes increased risk for FCHL. Neither *FADS1* nor *FADS2* were regulated by rs3737787 genotypes, nor were the expression of these two genes associated with FCHL. Future studies to identify the function of *FADS3* will be required to elucidate the mechanisms by which differential regulation of *FADS3* in adipose tissue predisposes to FCHL.

Our systems genetic analysis integrated SNP genotypes with gene expression levels to unravel the complex disorder that is familial combined hyperlipidemia. With this study we have identified new intriguing causal candidate genes for genetic studies with FCHL, and we provide causal candidate genes for FCHL related component traits (Table S7). These data may form the starting point for future studies that further elucidate the etiology of FCHL. The fact that we were able to account for 30% of fasting plasma TG trait variance is very promising, and that it required the expression of hundreds of genes to observe this demonstrates that FCHL is a complex and heterogeneous disorder. The URFA module is regulated by the SNP rs3737787 in *USF1*, suggesting that variation in the *USF1* gene acts as a master regulator of genes contributing to the FCHL phenotype. Our analysis of gene expression and SNP genotype data from few but carefully selected individuals demonstrates that a well designed systems genetic study can lead to insights on complex disease traits.

## Materials and Methods

### *USF1* Over-Expression

Transient transfection and over-expression of *USF1* were conducted in HEK293T cells, which express the *USF1* protein (Figure S1). The *USF1* coding region was PCR amplified from cDNA (forward-primer = ATGAAGGGGCAGCAGAAAACAG, reverse primer = TTAGTTGCTGTCATTCTTGATG) and cloned into pcDNA4/HisMax TOPO TA mammalian expression vector (Invitrogen, Cat. No. K864-20). Plasmid for transient transfection was prepared using the Endo Free Plasmid Kit Mega (Qiagen, Cat. No. 12363). Over-expression of *USF1* was validated by western blot using Anti-HisG-HRP (Invitrogen, Cat No. R941-25) and Rabbit Anti-*USF1* (Santa-Cruz, Cat. No. sc-8983) (Figure S1). Total RNA was collected using the RNeasy Plus Mini Kit (Cat No. 74134) 48 hours after transient transfection of HEK293T cells. Microarray hybridization has been described previously [22]. 

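The deposited values cover 16569 probesets, 33 of them control probesets of the array, with log2 values between 1.89 and 12.9. Gene names were taken from the platform annotation and updated through a table of GRCh38.p14 genes. In this annotation 15099 probesets belong to 1 gene, of which 15098 were matched to that table, 570 belong to several genes and 900 are unnamed here. The named probesets stand for 9586 distinct genes. No gene was named from a probeset of several genes, and where a gene had several probesets, the one with the highest mean over the 6 arrays stood for it.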

After applying the quality control pipeline, a total of 16,570 probesets passed and were utilized in the analyses. Differential expression between *USF1* and empty vector control transfected cells was analyzed using a Student's T-test (Table S1). 

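At an unadjusted p-value of at most 0.05, the methods' t-test with unequal variances gave 1160 probesets that were higher and 2259 that were lower in USF1 cells, and 176 of these belong to no named gene here. After adjustment by the method of Benjamini and Hochberg 1 probeset passed, that of *EIF2B3*, a subunit of the exchange factor of translation initiation, with a log2 difference of -0.52 (SE 0.08 and adjusted p-value = 0.00743 from limma). It is named here after its value was seen. With equal variances 4265 probesets passed unadjusted and 160 adjusted. limma, which borrows information on the spread from all probesets, gave 5186 at the same unadjusted threshold.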

The differential expression of nine genes (*AGT*, *AK5*, *CNR1*, *GALR2*, *IGFBP7*, *KISSR1*, *PLXDC1*, *PLXNC1* and *PROK2*) was successfully validated using quantitative real-time PCR (Figure S2 and Table S9). The transient transfection and over-expression of *USF1* microarray data can be accessed in MIAME compliant format from NCBI GEO database (GSE17300).

### Mexican FCHL Case/Control Gene Expression Microarrays

We collected 70 Mexican FCHL case/control fat biopsies from umbilical subcutaneous adipose tissue under local anesthesia. Each participant provided written informed consent. The study design was approved by the ethics committees of the INCMNSZ and UCLA. Clinical characteristics are summarized in Table 1. Differential expression for a subset of these microarrays has been validated by qRT-PCR previously [22],[25]. We have previously described in detail the procedures for RNA extraction [10],[15],[25] and microarray hybridization [22]. After applying the microarray quality control pipeline, a total of 14,942 probesets passed and were utilized in analyses. The microarray data can be accessed in MIAME compliant format from the NCBI Gene Expression Omnibus (GEO) database (GSE17170).

### Microarray Quality Control Pipeline

A rigorous quality control pipeline was developed to prepare the gene expression microarray data for analysis. First, the CEL files were imported into R 2.8.0 using the justRMA function of the Affymetrix library from Bioconductor, which applies background subtraction and quantile normalization. An alternate CDF file (U133Plus2msk.cdf.gz) was used to exclude mis-targeted and nonspecific probes from the microarrays [61], and probesets with less than 7 remaining probes were also excluded. Probesets with more than 50% absent calls were excluded, as calculated using the panp package from Bioconductor. Finally, the ComBat library in R was used to correct for batch effect [62].

### Mexican Microarray Analyses

Only residuals of the clinical traits corrected for significant covariates, such as age and sex, were used in analyses. There was minimal relatedness between individuals, but to avoid confounding due to relatedness all analyses with the Mexican FCHL cases/controls were corrected for kinship. The lmekin function from the kinship package in R was utilized for the analyses of differential gene expression. Differential expression of genes based on the FCHL status was assayed by regressing FCHL status with the covariates age, sex and kinship on the expression of each gene. Differential expression of genes based on the additive model for rs3737787 genotypes was assayed by regressing the rare allele counts with the covariates age, sex, FCHL status and kinship on the expression of each gene. Significance of the overlap of independent gene lists was calculated using Fisher's exact test. We report two-tailed p-values and fold change of enrichment to demonstrate whether there are more or less overlapping genes than expected. Functional enrichment analysis was conducted using the DAVID software package [63]. The Benjamini-Hochberg (B–H) multiple testing corrected p-values are reported. Power calculations were conducted utilizing pwr.r.test function from the pwr package in R.

### Weighted Gene Co-Expression Network Analysis (WGCNA)

For the 70 Mexican FCHL case/control fat biopsies, a weighted gene co-expression network was constructed using the blockwiseModules function from the WGCNA package in R [64]. We utilized residuals of gene expression corrected for age, sex and kinship in the WGCNA. The blockwiseModules function allows the entire dataset of 14,942 genes to be utilized in the construction of the weighted gene co-expression network, by splitting the genes into sets of less than 2,000 genes [64]. For each set of genes the pair-wise correlation matrix is computed, and using the power function the correlations are weighted to a power of β [65]. An advantage of WGCNA is the fact that the results are highly robust with respect to the choice of the parameter β [64]. WGCNA is designed to identify modules of densely interconnected genes by searching for genes with similar patterns of connectivity with other genes, which can be summarized as the topological overlap between genes [65]. Topological overlap is then calculated from the weighted co-expression matrix, and turned into a dissimilarity measure (1 - topological overlap) for average linkage hierarchical clustering. The dynamic tree-cutting algorithm [66] is then used to identify modules of co-expressed genes. After all blocks have been processed, a gene is reassigned to another module if it is found to have higher connectivity to this other module, and modules whose eigengenes are highly correlated are merged [64]. Genes that are not assigned to a module are assigned to the grey module. The maximum block size was set at 2,000 genes; a power (β) was set to 6 as this was found to be optimal (and also happens to be the default setting); minimum module size was set at 100; the minimum height for merging modules was set at 0.2; and the maximum height at which the tree could be cut was set to 1. All the other parameters were left at default settings.

### Causality Testing

To infer causal flow between genetic markers, gene expression traits and clinical traits, we utilized the single.marker.analysis function from the Network Edge Orienting (NEO) package in R [37]. We also utilized residuals of gene expression corrected for age, sex and kinship in causality testing. There are five different models for causal flow that are tested in the single.marker.analysis function. The model of interest for these studies infers a causal flow anchored by the SNP rs3737787 which affects the expression of a gene or gene co-expression module that in turn alters a clinical trait (M→A→B). The fit of this model was assessed using the local structural equation model (SEM) based, edge orienting, next best single marker (LEO.NB.*SingleMarker*) score, which is the log_10_ probability of this model divided by the log_10_ probability of the next best fitting alternative model [37]. We chose to use the same threshold as utilized by Presson et al., where the LEO.NB.*SingleMarker* score was required to be positive and at least twice as probable as the next best alternative model, a LEO.NB.SingleMarker score of 0.3≈log_10_(2) [31]. Thus any LEO.NB.*SingleMarker* score greater than or equal to 0.3 was considered sufficient to infer causal flow.

### Mexican FCHL Families

A total of 872 individuals from 74 Mexican FCHL families were collected at Instituto Nacional de Ciencias Medicas y Nutricion, Salvador Zubiran, as described previously [22],[25]. The 90^th^ age-sex specific Mexican population percentiles for TGs and TC were used to determine the affection status, as described previously [22],[25]. Each participant provided written informed consent. The study design was approved by the ethics committees of the INCMNSZ and UCLA.

### Genotyping

The rs3737787, rs174547 and rs102275 SNPs were genotyped using the pyrosequencing technique (Biotage). Primers for PCR were designed using the Primer3 software [67], and labeled detection primers using SNP Primer Design software (Biotage). Sequencing was performed using an ABI 377XL automated DNA sequencer (Applied Biosystems). All SNPs had at least 90% genotype call rate in each study sample, and when necessary individuals were sequenced to achieve at least a 90% genotype call rate for each SNP.

### Genetic Association Testing

All genetic association testing was conducted using qualitative phenotypes, where the continuous FCHL related phenotypes are dichotomized by the 90^th^ age-sex specific percentiles of TGs and TC. Association for the Mexican FCHL fat biopsy case/control study sample was calculated by regressing genotypes in an additive model to the dichotomized trait of interest using logistic regression with the glm function in R. We utilized the Family Based Association Testing (FBAT) software package to test for association in the Mexican FCHL families [68]. Because the *FADS1-2-3* locus resides in a linked region, the -e option of FBAT was used. This option utilizes a null model of no association in the presence of linkage. FBAT implements a generalization of the transmission disequilibrium test (TDT) [69] in the extended pedigrees. Thus, FBAT is not sensitive to population stratification or admixture [68]–[70]. The FBAT –e option also corrects for cryptic relatedness. Due to these features FBAT -e provides a robust test for association in these extended Mexican families.

## Supporting Information

Figure S1 Western blot demonstrating HEK293T endogenous *USF1* expression and *USF1* over-expression at the protein level. Protein collected from HEK293T cells transfected with *USF1* is labeled *USF1* overexpression, protein collected from HEK293T cells transfected with an empty vector is labeled Empty Vector, and protein collected from HEK293T cells which were not tranfected is labeled HEK293T. Protein amounts were quantitated using BCA assay and 10 µg of protein was loaded for each lane. (A) Probed with Anti-HisG-HRP antibody which should detect only the over expressed *USF1* protein with a polyhistidine tag. (B) Probed with Anti-*USF1* antibody, which will detect over expressed as well as endogenous *USF1* and demonstrates the relative amount of over-expression of *USF1*. This also demonstrates that the HEK293T cell line does express *USF1* protein at a detectable level by western blot.
(1.00 MB EPS) Click here for additional data file.

Figure S2 qRT-PCR validation of genes identified as differentially expressed due to *USF1* over-expression on microarrays. The validation genes were: *AGT* = angeotensin, *AK5* = adenylate kinase 5, *CNR1* = canaboid receptor 1, *GALR2* = galanin receptor 2, *IGFBP7* = insulin-like growth factor binding protein 7, *KISS1R* = KISS1 receptor, *PLXDC1* = plexin domain containing 1, *PLXNC1* = plexin C1, and *PROK2* = prokineticin 2. The endogenous housekeeping controls were: *B2M* = beta-2-microglobulin, and *HPRT* = hypoxanthine phosphoribosyltransferase. Student's t-test p-values were calculated between *USF1* over-expression and Empty Vector control, and a single asterisk (*) indicates a p-value≤0.05, a double asterisk (**) indicates a p-value≤0.005, and a triple asterisk (***) indicates a p-value≤0.0005.
(0.99 MB EPS) Click here for additional data file.

Table S1 Genes differentially expressed by *USF1* over-expression in HEK293T cells (p-value≤0.05).
(1.80 MB PDF) Click here for additional data file.

Table S2 Genes correlated to FCHL-associated rs3737787 genotypes (additive model) in Mexican FCHL case/control fat biopsies (p-value≤0.05).
(0.64 MB PDF) Click here for additional data file.

Table S3 Genes differentially expressed between FCHL cases and normolipidemic controls in Mexican FCHL case/control fat biopsies (p-value≤0.05).
(1.42 MB PDF) Click here for additional data file.

Table S4 WGCNA module membership for all probes from the Mexican FCHL case/control fat biopsies.
(11.40 MB ZIP) Click here for additional data file.

Table S5 Functionally enriched annotation terms for the set of genes comprising each co-expression module (Benjamini-Hochberg corrected p-value≤0.05).
(0.11 MB PDF) Click here for additional data file.

Table S6 Trait variance explained by WGCNA co-expression module eigengenes (Adjusted R^2^).
(0.02 MB PDF) Click here for additional data file.

Table S7 Causality testing results for URFA module genes terminating in FCHL, TC, TG, and ApoB.
(0.38 MB PDF) Click here for additional data file.

Table S8 Previous association evidence with lipid or atherogenic traits for genes causally linked to FCHL from the URFA module.
(0.07 MB PDF) Click here for additional data file.

Table S9 qRT-PCR primers for validation of genes identified as differentially expressed due to *USF1* over-expression on microarrays.
(0.01 MB PDF) Click here for additional data file.

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S1 — Genes differentially expressed by USF1 over-expression in HEK293T cells (p-value≤0.05). (1.80 MB PDF)

**Table S1.** Genes differentially expressed by USF1 over-expression in HEK293T cells (p-value  $\leq$  0.05).

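Table S1 gives for each probeset an Entrez gene, a fold change, a t statistic with its degrees of freedom, and a p-value. The copy used here lists 3418 probesets with 2846 Entrez genes and 85 probesets without an Entrez gene, where the paper gives 2897 genes. From the deposited values, the p-value of the methods' t-test with unequal variances was recovered within 1e-06 for all 3418. The probeset of *OXSM*, a mitochondrial ketoacyl synthase, has a p-value of 0.0298 from the methods' t-test and is not in the copy. The fold change in the table is the ratio of the mean log2 values of the groups, within 0.0051 for all 3418 probesets, and none lay as near to the fold on the linear scale. The largest fold change in the table is the paper's 1.6, for *ACYP2*, whose linear fold is 7.09. The smallest is the paper's 0.67, for *IQCH*, whose linear fold is 0.323. Over probesets that were higher in USF1 cells, the median was 1.07 in the table and 1.31 on the linear scale.

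**Figure D3:**
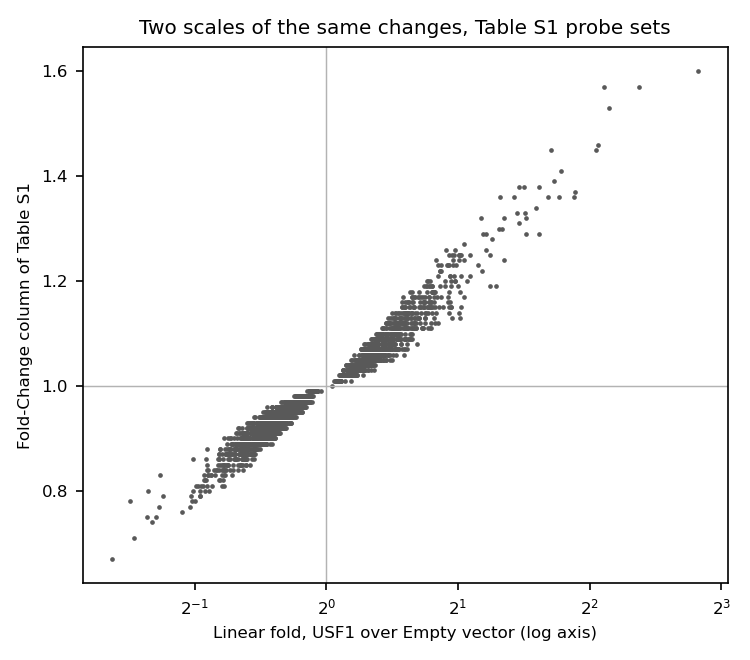
Fold change of each probeset of Table S1 as the table gives it (vertical axis, linear) against the linear fold of USF1 over Empty vector cells from the deposited values (horizontal axis, log scale), 1 point per probeset. The points rise together but on different scales, from 0.67 at a linear fold of 0.323 to 1.6 at 7.09.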

| Probe ID    | Entrez ID | Fold-Change | T Statistic | Degrees of Freedom | P-value   |
|-------------|-----------|-------------|-------------|--------------------|-----------|
| 218488_at   | 8891      | 0.93        | -49.70482   | 3.68               | 2.41E-06  |
| 212209_at   | 23389     | 0.97        | -24.13402   | 3.83               | 2.49E-05  |
| 221816_s_at | 51131     | 1.25        | 22.18223    | 3.99               | 2.52E-05  |
| 219257_s_at | 8877      | 1.36        | 20.91317    | 3.97               | 3.25E-05  |
| 203701_s_at | 55621     | 1.09        | 18.72748    | 3.97               | 5.07E-05  |
| 223441_at   | 26503     | 1.07        | 17.94752    | 3.95               | 6.17E-05  |
| 233329_s_at | 51315     | 0.88        | -22.44875   | 3.48               | 6.79E-05  |
| 205548_s_at | 10950     | 0.97        | -16.79517   | 3.97               | 7.74E-05  |
| 205935_at   | 2294      | 1.11        | 42.67046    | 2.63               | 8.29E-05  |
| 211774_s_at | 25974     | 0.93        | -16.15706   | 4.00               | 8.58E-05  |
| 219078_at   | 55105     | 0.88        | -15.5137    | 4.00               | 0.0001008 |
| 205205_at   | 5971      | 1.10        | 15.49357    | 4.00               | 0.0001016 |
| 218628_at   | 51019     | 0.86        | -19.42782   | 3.51               | 0.000107  |
| 218683_at   | 58155     | 0.91        | -14.87036   | 4.00               | 0.0001191 |
| 213529_at   | 146542    | 1.18        | 14.65078    | 4.00               | 0.0001268 |
| 227862_at   | 388610    | 1.46        | 16.52613    | 3.68               | 0.000137  |
| 201963_at   | 2180      | 1.11        | 22.8196     | 3.11               | 0.0001442 |
| 234040_at   | 3070      | 0.79        | -18.51189   | 3.38               | 0.0001613 |
| 225784_s_at | 55906     | 0.92        | -13.9659    | 3.91               | 0.0001765 |
| 209723_at   | 5272      | 1.15        | 17.32755    | 3.42               | 0.0001866 |
| 227870_at   | 57722     | 1.21        | 13.26111    | 3.96               | 0.0001981 |
| 219538_at   | 54554     | 0.89        | -13.49756   | 3.91               | 0.000199  |
| 220631_at   | 64172     | 0.93        | -18.40452   | 3.26               | 0.000209  |
| 238461_at   | 317649    | 1.13        | 15.02736    | 3.59               | 0.0002284 |
| 228095_at   | 9678      | 0.90        | -13.4298    | 3.82               | 0.0002342 |
| 219742_at   | 80758     | 1.16        | 12.92342    | 3.92               | 0.0002348 |
| 221520_s_at | 55143     | 1.05        | 13.46542    | 3.81               | 0.000237  |
| 225932_s_at | 3181      | 0.96        | -12.42602   | 4.00               | 0.0002421 |
| 223886_s_at | 81847     | 0.96        | -13.4085    | 3.75               | 0.0002649 |
| 219863_at   | 51191     | 1.15        | 13.83051    | 3.67               | 0.000267  |
| 230483_at   | NA        | 0.91        | -16.73685   | 3.24               | 0.0002931 |
| 239165_at   | NA        | 0.86        | -12.77298   | 3.78               | 0.0003024 |
| 223157_at   | 84273     | 1.06        | 19.79688    | 2.96               | 0.0003054 |
| 213117_at   | 55958     | 0.95        | -16.23037   | 3.27               | 0.0003086 |
| 218632_at   | 79654     | 1.26        | 11.70181    | 3.99               | 0.0003107 |
| 212296_at   | 10213     | 0.95        | -16.07083   | 3.26               | 0.0003246 |
| 223608_at   | 84288     | 1.57        | 15.04705    | 3.38               | 0.0003271 |
| 225835_at   | 6558      | 1.09        | 11.6389     | 3.96               | 0.0003285 |
| 202364_at   | 4601      | 1.07        | 13.92675    | 3.52               | 0.0003311 |
| 203569_s_at | 8481      | 0.92        | -15.6734    | 3.28               | 0.0003377 |
| 220009_at   | 79836     | 1.16        | 18.30801    | 2.98               | 0.0003675 |
| 37986_at    | 2057      | 1.13        | 12.20813    | 3.75               | 0.0003737 |
| 209577_at   | 5833      | 1.12        | 11.23117    | 3.96               | 0.0003791 |
| 226756_at   | 168455    | 0.94        | -11.3298    | 3.90               | 0.0003954 |
| 227375_at   | 81573     | 0.95        | -11.38885   | 3.88               | 0.0004005 |
| 203715_at   | 6905      | 0.93        | -16.19493   | 3.12               | 0.0004076 |
| 205085_at   | 4998      | 0.93        | -12.6923    | 3.59               | 0.0004129 |

|             |        |      |           |      |           |
|-------------|--------|------|-----------|------|-----------|
| 221649_s_at | 56342  | 0.97 | -3.576842 | 2.53 | 0.0490332 |
| 205995_x_at | 9657   | 0.95 | -2.812098 | 3.94 | 0.0490578 |
| 228544_s_at | 57325  | 0.94 | -2.803147 | 3.97 | 0.0490742 |
| 228176_at   | 1903   | 0.86 | -3.605817 | 2.50 | 0.0490916 |
| 232352_at   | 64843  | 1.04 | 2.817161  | 3.92 | 0.0491104 |
| 224248_x_at | 80011  | 0.97 | -2.794987 | 4.00 | 0.0491271 |
| 229145_at   | 119504 | 0.95 | -3.448009 | 2.66 | 0.0491311 |
| 228950_s_at | 57708  | 0.96 | -2.803137 | 3.96 | 0.0491464 |
| 218646_at   | 54969  | 0.96 | -2.877329 | 3.72 | 0.0491596 |
| 218212_s_at | 4338   | 0.95 | -2.807631 | 3.95 | 0.0492001 |
| 209507_at   | 6119   | 0.95 | -4.0528   | 2.15 | 0.0492319 |
| 204807_at   | 10329  | 0.94 | -2.800981 | 3.97 | 0.0492425 |
| 219649_at   | 29929  | 0.96 | -2.839983 | 3.83 | 0.0492495 |
| 223804_s_at | 25917  | 0.97 | -2.868123 | 3.74 | 0.0492705 |
| 211071_s_at | 10962  | 1.02 | 3.641849  | 2.46 | 0.0492729 |
| 208922_s_at | 10482  | 1.03 | 4.0525    | 2.15 | 0.0492992 |
| 225225_at   | 11339  | 0.97 | -3.659881 | 2.44 | 0.0493402 |
| 202516_s_at | 1739   | 0.95 | -3.036342 | 3.31 | 0.0494019 |
| 201724_s_at | 2589   | 1.02 | 4.122446  | 2.11 | 0.0494104 |
| 219231_at   | 96764  | 0.97 | -3.037552 | 3.30 | 0.0494309 |
| 240537_s_at | 440356 | 0.93 | -2.842511 | 3.81 | 0.0494531 |
| 222449_at   | 56937  | 0.93 | -2.798328 | 3.96 | 0.0494684 |
| 202710_at   | 10282  | 0.96 | -3.035914 | 3.30 | 0.0494867 |
| 225543_at   | 9329   | 0.95 | -3.151932 | 3.08 | 0.0494907 |
| 218575_at   | 64682  | 0.95 | -4.026223 | 2.16 | 0.049499  |
| 226003_at   | 55605  | 1.06 | 3.170782  | 3.04 | 0.0495322 |
| 216125_s_at | 10048  | 0.95 | -3.151455 | 3.07 | 0.0495855 |
| 223318_s_at | 84266  | 1.03 | 2.854665  | 3.76 | 0.0495912 |
| 203242_s_at | 10611  | 1.12 | 4.258212  | 2.03 | 0.0496496 |
| 206387_at   | 1045   | 1.07 | 2.855553  | 3.75 | 0.0497166 |
| 223528_s_at | 64745  | 0.97 | -4.222163 | 2.05 | 0.0497256 |
| 228031_at   | 79183  | 0.96 | -3.089153 | 3.18 | 0.0497266 |
| 227787_s_at | 90390  | 0.94 | -3.174633 | 3.02 | 0.0497507 |
| 218423_x_at | 51542  | 0.96 | -3.479365 | 2.61 | 0.049752  |
| 206864_s_at | 8739   | 0.98 | -3.438243 | 2.65 | 0.0497875 |
| 205986_at   | 9625   | 1.05 | 3.371293  | 2.73 | 0.0498059 |
| 208066_s_at | 2959   | 1.01 | 2.785522  | 3.98 | 0.0498147 |
| 217028_at   | 7852   | 1.07 | 3.741907  | 2.36 | 0.0498224 |
| 225269_s_at | 192137 | 0.97 | -3.9388   | 2.21 | 0.0498344 |
| 217886_at   | 2060   | 0.92 | -3.200497 | 2.98 | 0.0498451 |
| 238597_at   | 81573  | 0.92 | -2.912019 | 3.58 | 0.0498533 |
| 218365_s_at | 55157  | 0.94 | -3.840467 | 2.28 | 0.0499173 |
| 239277_at   | 23597  | 0.94 | -2.819312 | 3.85 | 0.0499904 |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S2 — Genes correlated to FCHL-associated rs3737787 genotypes (additive model) in Mexican FCHL case/control fat biopsies (p-value≤0.05). (0.64 MB PDF)

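Table S2 gives for each probeset the effect estimate of an additive model of rs3737787 genotype on expression in fat biopsies, with its standard error, t statistic and p-value. The paper's methods regress on the count of the rare allele, so the effect is per copy of that allele. Several of the genes with changes in HEK293T cells have an entry, among them *SLC25A20*, *AKT2*, *STX6*, *TRNP1* and *ACTA2*.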

**Table S2.** Genes correlated to FCHL associated rs3737787 genotypes (additive model) in Mexican FCHL case/control fat biopsies (p-value  $\leq 0.05$ ).

| Probe ID                    | Entrez ID | Effect Estimate | Std. Error | T-statistic | P-value  |
|-----------------------------|-----------|-----------------|------------|-------------|----------|
| 225091_at                   | 85364     | -0.120841       | 0.029313   | -4.12239    | 9.91E-05 |
| 229211_at                   | 285193    | 0.17443         | 0.042934   | 4.062779    | 0.000122 |
| 223515_s_at                 | 51805     | 0.235321        | 0.058177   | 4.04492     | 0.00013  |
| 227009_at                   | NA        | 0.171814        | 0.043789   | 3.923698    | 0.000197 |
| 224728_at                   | 64756     | 0.168484        | 0.043883   | 3.839411    | 0.000263 |
| 236122_at                   | 387921    | 0.237422        | 0.0634     | 3.744834    | 0.000361 |
| 220949_s_at                 | 78996     | 0.169526        | 0.045428   | 3.731745    | 0.000377 |
| 203545_at                   | 79053     | 0.191475        | 0.052135   | 3.672675    | 0.000458 |
| 200690_at                   | 3313      | 0.214029        | 0.058404   | 3.66464     | 0.00047  |
| 213282_at                   | 340562    | 0.178646        | 0.048821   | 3.659189    | 0.000479 |
| 218669_at                   | 57826     | 0.162974        | 0.044853   | 3.6335      | 0.000521 |
| 227776_at                   | 55331     | 0.203662        | 0.056449   | 3.607925    | 0.000566 |
| 212799_at                   | 10228     | 0.182995        | 0.050945   | 3.592009    | 0.000596 |
| 230266_at                   | 338382    | 0.230118        | 0.064366   | 3.575141    | 0.00063  |
| 236321_at                   | 285550    | 0.30235         | 0.084675   | 3.57072     | 0.000639 |
| 228011_at                   | 137392    | 0.15592         | 0.044116   | 3.534336    | 0.000719 |
| 213895_at                   | 2012      | 0.284328        | 0.080778   | 3.519872    | 0.000753 |
| 222824_at                   | 55176     | 0.202137        | 0.057435   | 3.519408    | 0.000754 |
| 214047_s_at                 | 8930      | 0.142977        | 0.040832   | 3.50164     | 0.000798 |
| 208934_s_at                 | 3964      | 0.280079        | 0.080132   | 3.495215    | 0.000815 |
| 210681_s_at                 | 9958      | 0.165123        | 0.047708   | 3.461143    | 0.000908 |
| 205077_s_at                 | 5281      | 0.154838        | 0.044778   | 3.457873    | 0.000918 |
| 212175_s_at                 | 204       | 0.146784        | 0.042738   | 3.434541    | 0.000988 |
| 208982_at                   | 5175      | -0.244748       | 0.071883   | -3.404814   | 0.001086 |
| 215983_s_at                 | 7993      | 0.184619        | 0.054498   | 3.387609    | 0.001146 |
| 223113_at                   | 51524     | 0.204003        | 0.061233   | 3.331613    | 0.001365 |
| 213686_at                   | NA        | 0.15223         | 0.046082   | 3.303442    | 0.00149  |
| 238022_at                   | 388279    | 0.276379        | 0.083694   | 3.302272    | 0.001495 |
| 222729_at                   | 55294     | 0.166456        | 0.050723   | 3.281691    | 0.001593 |
| 226594_at                   | 51004     | 0.15314         | 0.046677   | 3.28088     | 0.001597 |
| 235623_at                   | 55250     | -0.156681       | 0.047891   | -3.271613   | 0.001643 |
| 203801_at                   | 63931     | 0.218678        | 0.066871   | 3.27013     | 0.001651 |
| 208936_x_at                 | 3964      | 0.222039        | 0.067945   | 3.267912    | 0.001662 |
| 242657_at                   | 3487      | -0.225248       | 0.069458   | -3.242921   | 0.001794 |
| 222432_s_at                 | 57003     | 0.150471        | 0.04642    | 3.241552    | 0.001802 |
| 206441_s_at                 | 54939     | 0.118699        | 0.036635   | 3.24007     | 0.00181  |
| 220615_s_at                 | 55711     | 0.265445        | 0.082627   | 3.212572    | 0.001968 |
| 203947_at                   | 1479      | 0.111868        | 0.034847   | 3.210275    | 0.001982 |
| 226734_at                   | 9470      | 0.142298        | 0.044364   | 3.20754     | 0.001999 |
| 206412_at                   | 2241      | 0.155456        | 0.048953   | 3.175626    | 0.002201 |
| 213500_at                   | 9276      | 0.093989        | 0.02961    | 3.174258    | 0.002211 |
| 223223_at                   | 64801     | 0.140082        | 0.044173   | 3.171211    | 0.002231 |
| 210830_s_at                 | 5445      | 0.207033        | 0.06539    | 3.166105    | 0.002266 |
| 218447_at                   | 56942     | 0.206705        | 0.065793   | 3.141775    | 0.002438 |
| AFFX-HUMISGF3A/M97935_MB_at | 6772      | 0.344271        | 0.109624   | 3.140477    | 0.002447 |
| 223623_at                   | 84417     | -0.349309       | 0.111486   | -3.133225   | 0.002501 |
| 235198_at                   | 28962     | 0.292758        | 0.093823   | 3.120316    | 0.002599 |

|             |        |           |          |           |          |
|-------------|--------|-----------|----------|-----------|----------|
| 203142_s_at | 8546   | 0.064588  | 0.032163 | 2.008155  | 0.048379 |
| 223451_s_at | 51192  | 0.149022  | 0.074229 | 2.007611  | 0.048438 |
| 203625_x_at | 6502   | 0.142648  | 0.071087 | 2.006665  | 0.048541 |
| 218505_at   | 79726  | -0.088258 | 0.043987 | -2.00647  | 0.048563 |
| 213023_at   | 7402   | 0.150356  | 0.074941 | 2.006318  | 0.048579 |
| 225805_at   | 3192   | 0.13986   | 0.069726 | 2.005857  | 0.04863  |
| 200776_s_at | 9689   | 0.182213  | 0.090873 | 2.005145  | 0.048707 |
| 214045_at   | 11019  | 0.119632  | 0.059666 | 2.005042  | 0.048719 |
| 203714_s_at | 6905   | 0.069395  | 0.034624 | 2.004251  | 0.048805 |
| 212648_at   | 54505  | 0.085415  | 0.042646 | 2.002898  | 0.048954 |
| 213374_x_at | 26275  | 0.130981  | 0.065406 | 2.002605  | 0.048986 |
| 234414_at   | 441457 | -0.10649  | 0.053177 | -2.002553 | 0.048992 |
| 216080_s_at | 3995   | 0.212269  | 0.106007 | 2.002411  | 0.049007 |
| 227075_at   | 55140  | 0.10186   | 0.050871 | 2.002306  | 0.049019 |
| 206468_s_at | 51603  | 0.102223  | 0.051056 | 2.002154  | 0.049036 |
| 203767_s_at | 412    | 0.20815   | 0.103977 | 2.001895  | 0.049064 |
| 205609_at   | 284    | 0.173808  | 0.086866 | 2.000869  | 0.049177 |
| 209041_s_at | 7327   | 0.130934  | 0.065455 | 2.000362  | 0.049233 |
| 225871_at   | 261729 | 0.157399  | 0.078744 | 1.998869  | 0.049398 |
| 206030_at   | 443    | 0.147698  | 0.073899 | 1.998646  | 0.049423 |
| 204238_s_at | 10591  | 0.15989   | 0.080021 | 1.998089  | 0.049485 |
| 200737_at   | 5230   | 0.152667  | 0.076409 | 1.998036  | 0.049491 |
| 202670_at   | 5604   | 0.151029  | 0.075601 | 1.99772   | 0.049526 |
| 231766_s_at | 1303   | 0.196344  | 0.098293 | 1.997536  | 0.049546 |
| 219209_at   | 64135  | 0.171703  | 0.085962 | 1.997439  | 0.049557 |
| 208985_s_at | 8669   | 0.09844   | 0.049293 | 1.99703   | 0.049602 |
| 213875_x_at | 81688  | 0.157795  | 0.079051 | 1.996118  | 0.049704 |
| 243801_x_at | 51263  | -0.104162 | 0.052186 | -1.995991 | 0.049718 |
| 222689_at   | 55331  | 0.163585  | 0.081985 | 1.995303  | 0.049795 |
| 227658_s_at | 65977  | 0.11908   | 0.059705 | 1.994472  | 0.049887 |
| 219173_at   | 80022  | -0.177994 | 0.089252 | -1.994292 | 0.049907 |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S3 — Genes differentially expressed between FCHL cases and normolipidemic controls in Mexican FCHL case/control fat biopsies (p-value≤0.05). (1.42 MB PDF)

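Table S3 gives for each probeset the difference between FCHL cases and normolipidemic controls in fat biopsies as an effect estimate, with its standard error, t statistic and p-value. The copy used here lists 2691 probesets with 2145 Entrez genes and 99 probesets without an Entrez gene, where the paper gives 2189 genes. Of its probesets, 1951 are among those measured in HEK293T cells, among them those of *ACYP2*, *LPXN*, *LRP10*, *CPT1A* and *PLIN2*.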

**Table S3.** Genes differentially expressed between FCHL cases and normolipidemic controls in Mexican FCHL case/control fat biopsies (p-value  $\leq 0.05$ ).

| Probe ID    | Entrez ID | Effect Estimate | Std. Error | T-statistic | P-value   |
|-------------|-----------|-----------------|------------|-------------|-----------|
| 213142_x_at | 54103     | 0.29            | 0.05       | 6.34        | 1.95E-08  |
| 222150_s_at | 54103     | 0.29            | 0.05       | 5.98        | 8.57E-08  |
| 225704_at   | 57666     | 0.29            | 0.05       | 5.52        | 5.34E-07  |
| 202155_s_at | 8021      | 0.23            | 0.05       | 5.06        | 3.19E-06  |
| 211577_s_at | 3479      | -0.62           | 0.13       | -4.81       | 8.25E-06  |
| 207677_s_at | 4689      | 0.54            | 0.11       | 4.80        | 8.56E-06  |
| 219809_at   | 54853     | 0.18            | 0.04       | 4.79        | 9.03E-06  |
| 212528_at   | 27351     | 0.27            | 0.06       | 4.73        | 1.15E-05  |
| 232489_at   | 54482     | -0.55           | 0.12       | -4.64       | 1.60E-05  |
| 228098_s_at | 29116     | -0.27           | 0.06       | -4.61       | 1.74E-05  |
| 213811_x_at | 6929      | 0.19            | 0.04       | 4.59        | 1.88E-05  |
| 231166_at   | 151556    | 0.33            | 0.07       | 4.58        | 1.96E-05  |
| 226777_at   | 8038      | 0.86            | 0.19       | 4.54        | 2.26E-05  |
| 201002_s_at | 7335      | 0.20            | 0.04       | 4.51        | 2.59E-05  |
| 208003_s_at | 10725     | -0.45           | 0.10       | -4.49       | 2.78E-05  |
| 202728_s_at | 4052      | -0.46           | 0.10       | -4.47       | 2.92E-05  |
| 212757_s_at | 818       | 0.22            | 0.05       | 4.44        | 3.29E-05  |
| 238472_at   | 26268     | 0.19            | 0.04       | 4.43        | 3.35E-05  |
| 202341_s_at | 23321     | -0.45           | 0.10       | -4.43       | 3.40E-05  |
| 229115_at   | 1778      | -0.38           | 0.09       | -4.34       | 4.63E-05  |
| 210474_s_at | 985       | 0.26            | 0.06       | 4.33        | 4.96E-05  |
| 227837_at   | 54891     | 0.14            | 0.03       | 4.32        | 5.04E-05  |
| 212561_at   | 23258     | 0.17            | 0.04       | 4.31        | 5.17E-05  |
| 227082_at   | NA        | -0.54           | 0.13       | -4.31       | 5.27E-05  |
| 225074_at   | 84932     | 0.16            | 0.04       | 4.27        | 5.94E-05  |
| 209542_x_at | 3479      | -0.58           | 0.14       | -4.27       | 6.02E-05  |
| 201860_s_at | 5327      | -0.57           | 0.13       | -4.26       | 6.18E-05  |
| 242022_at   | 5087      | -0.32           | 0.07       | -4.24       | 6.70E-05  |
| 230180_at   | 10521     | -0.57           | 0.13       | -4.24       | 6.78E-05  |
| 219064_at   | 80760     | 0.52            | 0.12       | 4.22        | 7.15E-05  |
| 232940_s_at | 58508     | -0.27           | 0.07       | -4.21       | 7.36E-05  |
| 241702_at   | 3184      | -0.43           | 0.10       | -4.20       | 7.64E-05  |
| 210719_s_at | 10362     | 0.24            | 0.06       | 4.20        | 7.64E-05  |
| 219078_at   | 55105     | 0.29            | 0.07       | 4.18        | 8.34E-05  |
| 208789_at   | 284119    | 0.19            | 0.05       | 4.17        | 8.70E-05  |
| 203388_at   | 409       | 0.36            | 0.09       | 4.16        | 8.84E-05  |
| 202998_s_at | 4017      | 0.49            | 0.12       | 4.15        | 9.24E-05  |
| 202957_at   | 3059      | 0.36            | 0.09       | 4.13        | 9.78E-05  |
| 216250_s_at | 9404      | 0.28            | 0.07       | 4.13        | 9.95E-05  |
| 229699_at   | NA        | 0.22            | 0.05       | 4.12        | 0.0001025 |
| 204169_at   | 3614      | 0.21            | 0.05       | 4.08        | 0.0001163 |
| 217746_s_at | 10015     | 0.13            | 0.03       | 4.08        | 0.0001165 |
| 235233_s_at | NA        | 0.22            | 0.05       | 4.08        | 0.0001192 |
| 239901_at   | 378805    | -0.36           | 0.09       | -4.08       | 0.0001197 |
| 208914_at   | 23062     | 0.16            | 0.04       | 4.07        | 0.0001228 |
| 213998_s_at | 10521     | -0.54           | 0.13       | -4.06       | 0.0001271 |
| 204735_at   | 5141      | 0.25            | 0.06       | 4.04        | 0.0001362 |
| 241359_at   | NA        | 0.52            | 0.13       | 4.03        | 0.0001391 |

|             |        |       |      |       |           |
|-------------|--------|-------|------|-------|-----------|
| 201763_s_at | 1616   | 0.09  | 0.04 | 2.01  | 0.0486573 |
| 228264_at   | 84680  | 0.15  | 0.07 | 2.01  | 0.0487026 |
| 200968_s_at | 5479   | -0.17 | 0.09 | -2.01 | 0.0487513 |
| 225931_s_at | 57674  | 0.15  | 0.08 | 2.01  | 0.0487715 |
| 213694_at   | 54665  | -0.19 | 0.09 | -2.01 | 0.0487821 |
| 219771_at   | 54885  | -0.14 | 0.07 | -2.01 | 0.0488144 |
| 225620_at   | 11021  | 0.09  | 0.04 | 2.01  | 0.0488262 |
| 218337_at   | 64760  | 0.10  | 0.05 | 2.00  | 0.0488368 |
| 201692_at   | 10280  | 0.09  | 0.04 | 2.00  | 0.0488398 |
| 218530_at   | 29109  | 0.13  | 0.07 | 2.00  | 0.0488838 |
| 225475_at   | 57708  | -0.16 | 0.08 | -2.00 | 0.0489128 |
| 232797_at   | 3685   | -0.26 | 0.13 | -2.00 | 0.0489138 |
| 209082_s_at | 80781  | 0.21  | 0.10 | 2.00  | 0.0489349 |
| 213581_at   | 5134   | 0.12  | 0.06 | 2.00  | 0.0489931 |
| 241114_s_at | NA     | 0.17  | 0.09 | 2.00  | 0.0489937 |
| 209540_at   | 3479   | -0.25 | 0.13 | -2.00 | 0.0490144 |
| 215513_at   | 57061  | -0.26 | 0.13 | -2.00 | 0.0490744 |
| 205641_s_at | 8717   | 0.07  | 0.03 | 2.00  | 0.0490764 |
| 233870_at   | 89796  | 0.12  | 0.06 | 2.00  | 0.0490994 |
| 230653_at   | NA     | -0.27 | 0.13 | -2.00 | 0.0491027 |
| 230550_at   | 64231  | 0.27  | 0.13 | 2.00  | 0.0491222 |
| 201814_at   | 9779   | 0.07  | 0.04 | 2.00  | 0.0491828 |
| 212219_at   | 23198  | 0.11  | 0.06 | 2.00  | 0.0492495 |
| 202702_at   | 7726   | 0.10  | 0.05 | 2.00  | 0.0492691 |
| 235037_at   | 90407  | -0.08 | 0.04 | -2.00 | 0.049311  |
| 232865_at   | 27125  | -0.16 | 0.08 | -2.00 | 0.0493166 |
| 225961_at   | 57542  | -0.16 | 0.08 | -2.00 | 0.0494105 |
| 204049_s_at | 9749   | -0.16 | 0.08 | -2.00 | 0.0494568 |
| 208783_s_at | 4179   | 0.07  | 0.04 | 2.00  | 0.0494838 |
| 214661_s_at | 8602   | 0.10  | 0.05 | 2.00  | 0.0495177 |
| 227142_at   | 57449  | 0.19  | 0.09 | 2.00  | 0.0495716 |
| 235451_at   | 4090   | -0.20 | 0.10 | -2.00 | 0.0495907 |
| 227102_at   | 23087  | 0.14  | 0.07 | 2.00  | 0.0496551 |
| 226017_at   | 112616 | 0.12  | 0.06 | 2.00  | 0.0497368 |
| 200994_at   | 10527  | -0.11 | 0.05 | -2.00 | 0.0497411 |
| 208895_s_at | 8886   | -0.14 | 0.07 | -2.00 | 0.0498028 |
| 208794_s_at | 6597   | 0.14  | 0.07 | 2.00  | 0.0498128 |
| 228927_at   | 84307  | -0.13 | 0.06 | -2.00 | 0.0498658 |
| 225508_at   | 57614  | 0.11  | 0.05 | 2.00  | 0.0498791 |
| 201303_at   | 9775   | -0.09 | 0.05 | -2.00 | 0.0499347 |
| 217854_s_at | 5434   | 0.13  | 0.07 | 2.00  | 0.0499352 |
| 230172_at   | 122509 | 0.10  | 0.05 | 1.99  | 0.0499697 |
| 226164_x_at | 57494  | 0.14  | 0.07 | 1.99  | 0.0499971 |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S5 — Functionally enriched annotation terms for the set of genes comprising each co-expression module (Benjamini-Hochberg corrected p-value≤0.05). (0.11 MB PDF)

**Table S5.** Functionally enriched annotation terms for the set of genes comprising each co-expression module (Benjamini-Hochberg corrected p-values 0.05).

|         |                 |                                                                                                |    |         |       |         |         |         |
|---------|-----------------|------------------------------------------------------------------------------------------------|----|---------|-------|---------|---------|---------|
| Skyblue | SP_PIR_KEYWORDS | nucleus                                                                                        | 53 | 2.6E-06 | 1.78  | 2.3E-03 | 7.8E-04 | 4.0E-03 |
| Skyblue | INTERPRO        | IPR001487:Bromodomain                                                                          | 8  | 2.0E-07 | 17.96 | 9.0E-04 | 9.0E-04 | 3.8E-04 |
| Skyblue | SMART           | SM00297:BROMO                                                                                  | 8  | 1.8E-06 | 12.87 | 9.5E-04 | 9.5E-04 | 2.6E-03 |
| Skyblue | GOTERM_MF_ALL   | GO:0003676~nucleic acid binding                                                                | 49 | 8.5E-07 | 1.92  | 1.9E-03 | 1.9E-03 | 1.5E-03 |
| Skyblue | GOTERM_MF_ALL   | GO:0003677~DNA binding                                                                         | 36 | 2.2E-06 | 2.25  | 5.0E-03 | 2.5E-03 | 3.9E-03 |
| Skyblue | UP_SEQ_FEATURE  | compositionally biased region:Poly-Lys                                                         | 10 | 8.1E-07 | 9.39  | 8.7E-03 | 8.7E-03 | 1.7E-03 |
| Skyblue | GOTERM_BP_ALL   | GO:0032774~RNA biosynthetic process                                                            | 35 | 1.8E-05 | 2.05  | 7.3E-02 | 1.1E-02 | 3.3E-02 |
| Skyblue | SP_PIR_KEYWORDS | Transcription regulation                                                                       | 28 | 6.2E-05 | 2.23  | 5.4E-02 | 1.1E-02 | 9.7E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006355~regulation of transcription, DNA-dependent                                          | 35 | 8.1E-06 | 2.13  | 3.4E-02 | 1.2E-02 | 1.5E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006351~transcription, DNA-dependent                                                        | 35 | 1.7E-05 | 2.06  | 7.2E-02 | 1.2E-02 | 3.2E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0045449~regulation of transcription                                                         | 36 | 1.4E-05 | 2.04  | 6.1E-02 | 1.2E-02 | 2.7E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0010468~regulation of gene expression                                                       | 37 | 2.8E-05 | 1.95  | 1.1E-01 | 1.3E-02 | 5.2E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006139~nucleobase, nucleoside, nucleotide and nucleic acid metabolic process               | 50 | 1.2E-05 | 1.70  | 5.2E-02 | 1.3E-02 | 2.3E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006350~transcription                                                                       | 38 | 6.2E-06 | 2.04  | 2.7E-02 | 1.3E-02 | 1.2E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0019219~regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process | 36 | 2.7E-05 | 1.98  | 1.1E-01 | 1.5E-02 | 5.1E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006325~establishment and/or maintenance of chromatin architecture                          | 12 | 4.6E-05 | 4.62  | 1.8E-01 | 1.8E-02 | 8.6E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0006323~DNA packaging                                                                       | 12 | 5.0E-05 | 4.57  | 2.0E-01 | 1.8E-02 | 9.4E-02 |
| Skyblue | SP_PIR_KEYWORDS | Transcription                                                                                  | 28 | 1.3E-04 | 2.14  | 1.1E-01 | 1.9E-02 | 2.0E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0010467~gene expression                                                                     | 46 | 4.4E-05 | 1.70  | 1.7E-01 | 1.9E-02 | 8.2E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0016070~RNA metabolic process                                                               | 43 | 5.3E-06 | 1.91  | 2.3E-02 | 2.3E-02 | 1.0E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0050794~regulation of cellular process                                                      | 51 | 8.6E-05 | 1.58  | 3.1E-01 | 2.5E-02 | 1.6E-01 |
| Skyblue | GOTERM_CC_ALL   | GO:0005634~nucleus                                                                             | 60 | 3.4E-05 | 1.54  | 2.6E-02 | 2.6E-02 | 5.2E-02 |
| Skyblue | GOTERM_BP_ALL   | GO:0019222~regulation of metabolic process                                                     | 38 | 8.6E-05 | 1.83  | 3.1E-01 | 2.6E-02 | 1.6E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0031323~regulation of cellular metabolic process                                            | 37 | 8.1E-05 | 1.86  | 3.0E-01 | 2.7E-02 | 1.5E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0006259~DNA metabolic process                                                               | 18 | 1.0E-04 | 2.89  | 3.7E-01 | 2.8E-02 | 2.0E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0006366~transcription from RNA polymerase II promoter                                       | 17 | 1.2E-04 | 3.00  | 4.0E-01 | 2.9E-02 | 2.2E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0016568~chromatin modification                                                              | 10 | 2.1E-04 | 4.77  | 6.0E-01 | 4.9E-02 | 3.9E-01 |
| Skyblue | GOTERM_BP_ALL   | GO:0051276~chromosome organization and biogenesis                                              | 12 | 2.2E-04 | 3.87  | 6.2E-01 | 5.0E-02 | 4.2E-01 |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S6 — Trait variance explained by WGCNA co-expression module eigengenes (Adjusted R2). (0.02 MB PDF)

**Table S6.** Trait variance explained by WGCNA co-expression module eigengenes (Adjusted R<sup>2</sup>).

| Module Eigengene | Percent Variance Explained (Adjusted R <sup>2</sup> ) |    |    |      |
|------------------|-------------------------------------------------------|----|----|------|
|                  | FCHL                                                  | TC | TG | ApoB |
| MEturquoise      | 0                                                     | 0  | 0  | 0    |
| MEblue           | 1                                                     | 2  | 0  | 0    |
| MEbrown          | 0                                                     | 0  | 0  | 0    |
| MEyellow         | 1                                                     | 0  | 3  | 0    |
| MEgreen          | 5                                                     | 1  | 4  | 0    |
| MEred            | 0                                                     | 0  | 0  | 0    |
| MEblack          | 9                                                     | 4  | 4  | 2    |
| MEpink           | 0                                                     | 0  | 0  | 0    |
| MEmagenta        | 6                                                     | 0  | 2  | 0    |
| MEpurple         | 3                                                     | 0  | 0  | 0    |
| MEgreenyellow    | 3                                                     | 0  | 3  | 0    |
| MEtan            | 10                                                    | 6  | 17 | 9    |
| MEsalmon         | 0                                                     | 0  | 0  | 0    |
| MEcyan           | 0                                                     | 0  | 0  | 0    |
| MEmidnightblue   | 12                                                    | 1  | 26 | 8    |
| MElightcyan      | 2                                                     | 0  | 0  | 0    |
| MEgrey60         | 0                                                     | 0  | 0  | 0    |
| MElightgreen     | 0                                                     | 0  | 1  | 0    |
| MElightyellow    | 3                                                     | 0  | 10 | 0    |
| MEroyalblue      | 0                                                     | 0  | 0  | 0    |
| MEdarkred        | 0                                                     | 0  | 0  | 1    |
| MEdarkgreen      | 1                                                     | 0  | 1  | 0    |
| MEdarkturquoise  | 7                                                     | 1  | 8  | 1    |
| MEdarkgrey       | 1                                                     | 0  | 0  | 0    |
| MEorange         | 1                                                     | 0  | 0  | 0    |
| MEdarkorange     | 0                                                     | 0  | 0  | 0    |
| MEwhite          | 0                                                     | 2  | 0  | 0    |
| MEskyblue        | 4                                                     | 3  | 3  | 0    |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S7 — Causality testing results for URFA module genes terminating in FCHL, TC, TG, and ApoB. (0.38 MB PDF)

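Table S7 lists the probesets of the URFA module and, for each, the results of tests of causal models that run from rs3737787 through the expression of the gene to FCHL or to the levels of total cholesterol, triglycerides or ApoB. The copy used here lists 504 probesets, the paper's number of genes, of which 392 are among those measured in HEK293T cells. Of the genes named for their changes in HEK293T cells, *ACYP2*, *SLC25A20*, *AKT2*, *STX6*, *OXLD1*, *TFE3*, *CARS1* and *TXNRD1* are members of the module. *ACYP2*, *SLC25A20* and *AKT2* were called without each array in turn, *AKT2* at 1 of its 3 probesets. The calls of *CARS1* and *OXLD1* were lost without any 1 of the 6 arrays. Those of *STX6* and *TXNRD1* were lost without any 1 of 5 arrays, and that of *TFE3* without any 1 of 3.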

**Table S7.** Causality testing results for URFA module genes terminating in FCHL, TC, TG, and ApoB.

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S8 — Previous association evidence with lipid or atherogenic traits for genes causally linked to FCHL from the URFA module. (0.07 MB PDF)

**Table S8.** Previous association evidence with lipid or atherogenic traits for genes causally linked to FCHL from the URFA module.

| Gene    | Disease                          | PubMed ID | Year |
|---------|----------------------------------|-----------|------|
| ABCC6   | CAD                              | 12176944  | 2002 |
| ABCC6   | HDL                              | 11776382  | 2001 |
| ABCC6   | PSE                              | 19284998  | 2009 |
| ABCC6   | PSE                              | 18440309  | 2008 |
| ABCC6   | PSE                              | 17617515  | 2007 |
| ABCC6   | PSE                              | 16835894  | 2006 |
| ABCC6   | PSE                              | 15727254  | 2004 |
| ABCC6   | PSE                              | 14631379  | 2004 |
| ABCC6   | TG                               | 11776382  | 2001 |
| GCLM    | Average IMT                      | 19126404  | 2009 |
| GCLM    | CHD                              | 17961430  | 2007 |
| GCLM    | MI                               | 12081989  | 2002 |
| GCLM    | Vascular Cognitive Impairment    | 17548779  | 2007 |
| FADS3   | Arachadonic acid                 | 19148276  | 2009 |
| FADS3   | Arachadonic acid                 | 18479586  | 2009 |
| FADS3   | Arachadonic acid                 | 18320251  | 2008 |
| FADS3   | Arachadonic acid                 | 17284757  | 2007 |
| FADS3   | Arachadonic acid:Linoleic acid   | 18842780  | 2008 |
| FADS3   | Di-homo- $\gamma$ -linoleic acid | 18479586  | 2009 |
| FADS3   | Eicosadienoic acid               | 19148276  | 2009 |
| FADS3   | Eicosapentanoic acid             | 19148276  | 2009 |
| FADS3   | HDL                              | 19060906  | 2009 |
| FADS3   | LDL                              | 19148276  | 2009 |
| FADS3   | LDL (HDL,TG)                     | 19060911  | 2009 |
| FADS3   | Poly Unsaturated Fatty Acids     | 18320251  | 2008 |
| FADS3   | TG                               | 19060906  | 2009 |
| FADS3   | TG                               | 17284757  | 2007 |
| IRF8    | Hepatitis C, Chronic             | 16886895  | 2006 |
| HSD11B1 | Body Composition                 | 12861241  | 2003 |
| HSD11B1 | Hypertension                     | 15452033  | 2004 |
| HSD11B1 | Type II Diabetes                 | 15156315  | 2004 |
| AKT2    | Metabolic Syndrome               | 17576055  | 2008 |
| AKT2    | TC/HDL ratio                     | 17576055  | 2008 |
| AKT2    | Type II Diabetes                 | 15166380  | 2004 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 19201763  | 2009 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 19309691  | 2009 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 17607606  | 2007 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 16814585  | 2006 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 15728307  | 2005 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 15459477  | 2004 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 10953198  | 2000 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 10191122  | 1999 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 9662406   | 1998 |
| CLN5    | Ceroid Lipofuscinosis, Neuronal  | 9662406   | 1998 |
| CARD8   | Alzheimers                       | 19252766  | 2009 |
| CARD8   | Alzheimers                       | 18841008  | 2008 |
| CARD8   | Rheumatoid arthritis             | 18263599  | 2008 |
| CARD8   | Rheumatoid arthritis             | 17878386  | 2007 |

# Supplementary material for: A Systems Genetics Approach Implicates USF1, FADS3, and Other Causal Candidate Genes for Familial Combined Hyperlipidemia
**Source:** PLoS Genet. 2009 Sep 11;5(9):e1000642. doi: 10.1371/journal.pgen.1000642
**Supplement:** Table S9 — qRT-PCR primers for validation of genes identified as differentially expressed due to USF1 over-expression on microarrays. (0.01 MB PDF)

**Table S9.** qRT-PCR primers for calibration of genes identified as differentially expressed due to *USF1* over-expression on microarrays.

| Gene          | Forward Primer           | Reverse Primer            | cDNA PCR Product Length | Type                  |
|---------------|--------------------------|---------------------------|-------------------------|-----------------------|
| <i>AGT</i>    | AACTGGTGCTGCAAGGATCT     | CTCTCATCCGCTTCAAGCTC      | 163                     | Microarray Validation |
| <i>AK5</i>    | AGGTGAAGCAAGGGGAAGAG     | GATGGACGCTCGGTAGTAGG      | 182                     | Microarray Validation |
| <i>CNR1</i>   | GTCCTGATCCTGGTGGTGTT     | CGCAGGTCCTTACTCCTCAG      | 179                     | Microarray Validation |
| <i>GALR2</i>  | TGGACATCTGCACCTTCGTCTTCA | GATGAGGATCATGCGTGTCACCTT  | 161                     | Microarray Validation |
| <i>IGFBP7</i> | GACAACCTGGCCATTGAGAC     | CTGTCCTTGGGAATTGGATG      | 129                     | Microarray Validation |
| <i>KISS1R</i> | CGTTCGGTGCAGTTTCGTTGTGAA | CTGGAATGATCCAGAAAGTCCTGTG | 108                     | Microarray Validation |
| <i>PLXDC1</i> | CATCATCCTGGCTGGAATTT     | GCATAGGTGGAATGGTCAGG      | 129                     | Microarray Validation |
| <i>PLXNC1</i> | ATTTGCCTCCATTGTCATCC     | CTTCCAGCCCTCGTTCTCTT      | 168                     | Microarray Validation |
| <i>PROK2</i>  | TGTGACAAGGACTCCCAATG     | AGACATGGGCAAGTGTGATG      | 167                     | Microarray Validation |
| <i>B2M</i>    | GTCTTTTCAGCAAGGACTGGTC   | CAAATGCGGCATCTTCAAACC     | 173                     | Housekeeping Control  |
| <i>HPRT</i>   | TATGGCGACCCGCAGCCCT      | CATCTCGAGCAAGACGTTTCA     | 158                     | Housekeeping Control  |

How the deposited data were processed for this re-analysis (not part of the article)

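Gene expression was measured in HEK293T cells 48 hours after transfection with *USF1* or with the empty vector, with 3 Affymetrix arrays per group. Each array was assigned to its group and replicate from its title. The deposited values are RMA expression values on the log2 scale. According to the paper, the authors imported the arrays with justRMA, which applies background subtraction and quantile normalization, used an alternate probe definition that masks mis-targeted and nonspecific probes, excluded probesets with few remaining probes or mostly absent calls, and corrected for batch effect with ComBat. The paper's text does not name the batches of these 6 arrays. The raw array images were not used here, so these steps were not repeated, and probesets that the authors' filters removed are not analysed here. The p-values of Table S1 follow from the deposited log2 values.

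All further steps were computed from these values in R 4.3.3. The log2 difference between USF1 and Empty vector was fitted per probeset with lmFit and eBayes of limma 3.58.1 without covariates, over all 16569 probesets, control probesets included, and p-values were adjusted by the method of Benjamini and Hochberg. The spread of each probeset was moderated with a prior of 4.53 degrees of freedom. The threshold was an adjusted p-value of 0.05. The methods' t-test was run on the same values with unequal variances, as the fractional degrees of freedom of Table S1 require, and with equal variances. All 1974 probesets called by limma had their USF1 arrays beyond all Empty vector arrays, which was the case for 36.1% of all probesets and is the case for 10% by chance.

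The sample mapping, the tests, the gene lists, the alternatives and the rule for named genes were set before the data were examined. The rule takes *USF1*, the genes that the paper measured by quantitative PCR, the causal candidates of Table 4, *FADS1* and *FADS2*, the 10 genes with the largest rise and the 10 with the largest fall among called genes whose arrays lay apart, and from each gene list up to 4 members with the smallest adjusted p-values among those that passed. Some values of Table S1, those of its first and last lines and of the genes measured by quantitative PCR, had been seen when the rule was written. Further genes of a list are named where they complete a count, chosen after their values were seen. A gene with several probesets was represented by the one with the highest mean over all arrays, except the candidates of Table 4, which are represented by the paper's probesets.

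Gene lists were written from general knowledge for pathways of lipid and energy metabolism, growth, stress and transcription and for markers of cell types. The 23 lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, with adjustment over these lists, and again with an estimated correlation and with fry, which tests whether the genes of a list move together one way, or change in either direction, without setting them against other genes. With an estimated correlation 0 lists passed (2 at an unadjusted p-value under 0.05), with the preset one 5 and with fry in one direction 3. Overlaps with Tables S2, S3 and S7 were tested with Fisher's exact test, 2-sided, as the paper's methods state, with all probesets of the HEK293T arrays as the background. Probesets that were not measured in fat cannot be on these lists, and they were not taken out of the background because Table S4, which lists the probesets of fat, is held here only in part. The copies of Tables S2 and S3 hold fewer Entrez genes than the paper gives and further probesets without an Entrez gene, and so does the copy of Table S1, which holds all but 1 of the probesets that the deposited values place under its threshold. The copies were therefore used as complete lists. The ChIP-Chip list was not used here.

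The alternatives were other tests and thresholds, other priors of the spread, array weights, a further quantile normalization, centring each array on its median, leaving out the 25% of probesets with the lowest mean, a linear scale, a replicate block, and leaving out each array in turn. For gene lists they were other choices of the probeset and other set tests, and for overlaps other units, lists and backgrounds, among them 10000 random lists matched on mean expression in 10 groups. Leaving out control probesets and permuting genes within strata of probeset number, of mean expression or of both, and running fry after centring each array were added after the data were seen.

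The procedure was tested on simulated data with the real means and moderated spreads of the 16569 probesets and 200 changed probesets. Of 100 probesets with a simulated log2 change of 0.5, 43 were recovered, and of 100 with a change of 1, 99, each in the right direction, with 22 false calls.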

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

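The tests of a single array, of a level shift and of culture conditions as sources of the hypoxia result were chosen after that result was seen, and the counts over other splits of the arrays were planned.

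Some gene groups that the paper does not discuss differed from the other genes of the array between USF1 and Empty vector cells. By camera, the hypoxia-responsive genes had a median log2 difference of 0.32 over 18 measured genes, the NRF2 targets 0.19 over 15, the genes of glycolysis 0.18 over 18 and the lysosome genes 0.057 over 26 (0.13 after each array was centred on its median). None of these lists passed with an estimated correlation. With fry, which asks whether the genes of a list move one way, the hypoxia list (adjusted p-value = 0.0314) and the NRF2 list (adjusted p-value = 0.0306) passed, as did the list of DNA replication, which camera did not call, at the same adjusted p-value and downward, and glycolysis (0.14), lysosome (0.41) and lipoprotein transport (0.137) did not. Camera called 5 lists for the real groups and up to 11 for the other splits of the arrays into groups of 3, with 4 of the 10 splits, the real one included, at 5 or more. For probesets called by limma, 1 of the 10 splits, the real one, reached 1974, and the highest of the others called 0. Each other split mixes USF1 and Empty vector arrays within a group, so a difference between the real groups from any source widens the spread there. The contrast therefore cannot tell an effect of *USF1* from another source. With 10 splits no share under 0.05 can be reached.

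The rise of hypoxia-responsive genes may come from *USF1* itself, from single arrays or from the cultures. Without Empty vector replicate 1, the array that stands farthest from the others, the median was 0.34, which argues against that array as the sole source. The actin 5' minus 3' value was low in that array (-1.34) and in Empty vector replicate 2 (-1.04). It was -0.516 in Empty vector replicate 3 and -0.681 to -0.493 in USF1 arrays. The *GAPDH* value of Empty vector replicate 2 (-0.316) was not low. A share of RNA quality in the hypoxia result, or in any other difference between USF1 and Empty vector arrays given here, was not tested. The fit without Empty vector replicate 1 keeps replicate 2, so it does not settle this. The median log2 difference over all probesets was -0.065, so a level shift of whole arrays, which moves all genes alike, would lower these genes in USF1 cells and not raise them. A difference in oxygen or cell density between dishes could not be examined, as the sources used here do not give the dishes. If each dish held 1 group, such a difference cannot be told apart from an effect of *USF1* in any of the 18 measured genes.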

How the results depend on the processing

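Control probesets left out, genes permuted within strata and fry after centring were chosen after the data were seen. The count of called probesets (1974, of 1563 genes, 715 higher and 1259 lower) was lower or higher by over 1.5 times under several settings, given as all probesets, higher, lower and genes. These were 3419, 1160, 2259 and 2689 with the methods' t-test unadjusted and 1, 0, 1 and 1 adjusted; 4265, 1395, 2870 and 3292 with equal variances unadjusted and 160, 84, 76 and 140 adjusted; 5186, 1622, 3564 and 3853 with limma's unadjusted p-value; 3688, 1277, 2411 and 2772 with array weights; and 1113, 462, 651 and 929 on the linear scale. Median centring left 815 probesets lower. Leaving out single arrays gave 369 to 2222 probesets, 219 to 877 higher, 147 to 1569 lower and 299 to 1731 genes, with fewer arrays in each fit, while 2028 were called without Empty vector replicate 1, of which 1652 were among the 1974. With the replicate block 2875 probesets were called, 908 higher and 1967 lower, of 2249 genes, 1923 of them among the 1974. Same-numbered arrays, whose numbers are not known to mark anything shared, deviated together across probesets at correlations of 0.0958, 0.246 and 0.129, and each of the 6 arrays correlated best with its own number, a hint from the data and not from the design. The block called 5 gene lists. The mean-dependent priors (2273 and robust 2526), the further quantile normalization (1935), the filter on dim probesets (1720) and control probesets left out (1980) stayed within 1.5 times. Of the gene lists, 0 passed with an estimated correlation, 3 with fry in one direction (3 after centring) and 20 in either direction, against 5, and 4 to 7 without single arrays. Values near 0 changed sign. *USF1* ranged from -0.32 to 0.070 without single arrays, *GCLM* from -0.14 to 0.022 and a Table 4 probeset of several genes from -0.051 to 0.077, and *GCLM* was 0.0085 after quantile normalization and 0.011 after centring. The fold-enrichment with rs3737787 correlated genes (1.11) passed as distinct genes named from probesets of 1 gene (1.114, p-value = 0.0443, Fisher's exact test). It was 0.987 with the adjusted limma list, and 0.969 to 1.15 with the list of the methods' t-test made without single arrays. For the URFA module (1.19) it passed with limma's unadjusted list (1.157), quantile normalization (1.3) and centring (1.248), and was 0.946 to 1.21 without single arrays. For FCHL genes (0.892) it no longer passed as distinct genes (0.961), with the adjusted (0.964) and unadjusted (0.953) limma lists, quantile normalization (0.938) and centring (0.923), and was 0.854 to 1.02 without single arrays, the highest without Empty vector replicate 1. The cause of these differences was not tested, and the number of arrays in a fit was not separated from which array was left out. Over the named probesets, settings with all arrays gave 1017 values on the side of the threshold they had, 174 that no longer passed, 16 that newly passed and 2 of opposite sign, and single arrays left out gave 358, 162, 2 and 6. Probesets near background, with log2 values down to 1.89, limit what small changes can show.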

Differences from the paper's values

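The paper gives 2897 genes regulated by *USF1*, at an unadjusted p-value of at most 0.05. At an adjusted p-value under 0.05 from limma, which is another threshold, 1563 distinct genes named from probesets of 1 gene were called. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with the methods' t-test unadjusted (2689), the same with equal variances (3292), limma's unadjusted p-value (3853), a mean-dependent robust prior (1971), array weights (2772) and a replicate block (2249). It lay farther away with the methods' t-test adjusted (1, and 140 with equal variances), a mean-dependent prior (1790), a further quantile normalization (1527), median centring (1465), the filter on dim probesets (1391), the linear scale (929), and without any single array (299 to 1731).

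For the overlap of the rs3737787 correlated genes with the genes regulated by *USF1*, the paper gives a p-value of 3.0e-05 at a fold-enrichment of 1.22 and 277 genes. With the copy of Table S2 and the methods' t-test at its stated threshold, the p-value was 0.0774 at a fold-enrichment of 1.11 and 220 shared probesets. The background here is all probesets measured in HEK293T cells, as the probesets measured in fat are held here only in part. The p-values given here therefore cannot decide whether the overlap that the paper gives holds. None of the alternatives set before the data were examined reached the paper's p-value. Distinct genes named from probesets of 1 gene gave 0.0443 with 240 shared genes. A further quantile normalization gave 0.0533, limma's unadjusted list 0.0992, the filter on dim probesets 0.142 and random lists matched on mean expression 0.143. Median centring gave 0.298, the adjusted limma list 0.918, and the fits without single arrays 0.0779 to 0.76.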

Other observations

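The tests of the source of Empty vector replicate 1's distance and of the number of probesets per gene were chosen after the results were seen, and the test of signs at shared genes was chosen before its result was seen.

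Genes of fatty acid synthesis and oxidation, the circadian clock, p53 targets and the unfolded protein and amino acid response changed in both directions, and none of these lists passed camera. Of 17 measured genes of cholesterol synthesis, a list that did not pass camera either, *TM7SF2* (log2 difference 0.70) and *ACAT2* (0.39) rose, and of 20 genes of fatty acid and triglyceride synthesis, *ACSL1* (0.66) and *ELOVL5* (0.40, 1 of 2 probesets called) rose and *ACACA* fell. Of 22 genes of fatty acid oxidation, *ACAA1* (0.64, 1 of 2 probesets called) and *CPT1A* (0.51), the gate of mitochondrial fat oxidation, rose and *SLC25A20* fell. Of 14 genes of the circadian clock, 4 rose, among them *PER3* (0.98), *PER2* (0.66) and *BHLHE41* (0.73), and *BMAL1* fell (-0.64), at an adjusted p-value of 0.0842 from camera. Of 30 measured E-box binding factors 3 rose and 4 fell. Of 20 p53 targets, *FAS* rose (1.33), and *DDB2*, *AEN* (-0.61) and *GDF15* (-0.43) fell. HEK293T cells carry the large T antigen, which binds p53.

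Of 27 genes of the unfolded protein and amino acid response, 3 rose, among them *SDF2L1* (0.52) and *DNAJB9* (0.44, 1 of 2 probesets called), and 4 fell, among them *ASNS* (-0.41) and *CARS1* (-0.33, 1 of 3 probesets called). Of 10 interferon response genes *HERC5* rose (0.95) and *IRF9* fell (-0.55), and of 15 heat shock genes *HSPA4L* fell (-0.81). Of 25 genes on a joint list of ribosome biogenesis and MYC targets, *GART* fell (-0.33, 2 of 5 probesets called). None of 27 genes of oxidative phosphorylation and none of 25 genes of mitosis passed limma (unadjusted, 2 fell of the first, and 1 rose and 2 fell of the second, and by the methods' t-test unadjusted 1 rose and 3 fell, and 0 rose and 3 fell). Among markers of cell types, limma called 0 of 5 kidney markers (2 lower unadjusted, and 1 by the methods' t-test), *L1CAM* up (0.43) and *INA* down (-0.39) of 7 neuronal markers, *S100A4* up (0.42) of 4 fibroblast markers, and *PLIN2* up (0.41) of 4 adipocyte markers, and no blood cell marker had a probeset of its own. Of the 17 listed blood cell markers, *HBA1* is matched by 6 probesets that the annotation gives to both *HBA1* and *HBA2*, the alpha globin genes, so that they name neither. All 6 rose, by 1.35 to 2.37, and were called without each array in turn, and they are given here after their values were seen. Of 9 housekeeping genes *TBP* fell (-0.36). Of the genes named for these lists, *ACSL1*, *SLC25A20*, *PER3*, *FAS*, *DDB2* and *HERC5* were called without each array in turn. The call of *CARS1* was lost without any 1 of the 6 arrays, those of *ACAT2*, *DNAJB9*, *ASNS*, *IRF9* and *S100A4* were lost without any 1 of 5 of them, that of *PLIN2* without any 1 of 4, and each of the others without at least 1. After each array was centred on its median, *GART*, *CARS1*, *IRF9*, *GDF15* and *TBP* were no longer called. Adjusted over the list alone, the counts up and down were 2 and 0 for cholesterol synthesis and 2 and 2 for fatty acid synthesis. They were 2 and 3 for oxidation, 4 and 1 for the clock and 3 and 4 for E-box factors. They were 1 and 6 for p53 targets, 3 and 6 for the unfolded protein response and 1 and 2 for interferon. They were 0 and 1 for heat shock, and 0 and 0 for ribosome biogenesis and MYC targets, for oxidative phosphorylation and for mitosis. They were 0 and 1 for kidney, 1 and 3 for neuronal, and 2 and 0 for fibroblast and for adipocyte markers. Housekeeping genes had 0 and 1. The median and the camera direction differ in sign for cholesterol synthesis, oxidative phosphorylation, mitosis and the unfolded protein response, the mean and the camera direction for the last 3 of these and for heat shock, and the median and the mean for cholesterol synthesis (-0.035, or 0.033 after centring, and 0.019) and heat shock (0.054 and -0.024).

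Of the 18 causal candidates of Table 4, which the paper derives from fat biopsies, 15 were measured in HEK293T cells. *STX6* rose, *AKT2* and *OXLD1* (the paper's C17orf90, -0.44) fell, and 12 did not pass. The call of *OXLD1* was lost without any 1 of the 6 arrays and after centring, and that of *STX6* without any 1 of 5 arrays. There were 1 up and 5 down when adjusted over the list alone. Of the 12, *KAZN* (0.40) and *CARD8* (-0.54) passed at another probeset than that of Table 4, while *AKT2* passed only at that of Table 4, 1 of its 3. *FADS3* had a log2 difference of 0.21 (SE 0.14, adjusted p-value = 0.355 from limma) and *FADS2* of 0.27 (SE 0.10, adjusted p-value = 0.104 from limma). *FADS2* is on the list of the methods' t-test at its unadjusted threshold, and *FADS3* is not. *FADS1* is matched by 3 probesets that the annotation gives to *MIR1908* as well, so that they name neither. Their log2 differences were 0.21 to 0.44, and none passed (lowest adjusted p-value = 0.073 from limma). Of the 392 URFA module probesets measured, 96 were on the list of the methods' t-test against 80.9 expected (fold-enrichment 1.19, p-value = 0.0582, Fisher's exact test, 2-sided). As distinct genes 97 were shared (p-value = 0.0892, Fisher's exact test, 2-sided), and with genes permuted the 2-sided p-value was 0.183 within strata of probeset number and mean expression, 0.246 within strata of probeset number alone and 0.0918 within strata of mean expression alone, so that a part of genes with several probesets stays open. FCHL genes of fat shared 359 probesets with this list against 402.6 expected (fold-enrichment 0.892, p-value = 0.00955, Fisher's exact test), and without Empty vector replicate 1 the fold-enrichment was 1.02 (p-value = 0.668). Both expected numbers count probesets that were not measured in fat, which cannot be on these lists, so no enrichment or depletion is read from them.

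Empty vector replicate 1 stood apart from the other arrays. Its *GAPDH* 5' minus 3' value was -0.58, with the lowest of the others at -0.345, and its actin value -1.34, next to -1.04 in Empty vector replicate 2, so that RNA with fewer 5' ends is a candidate explanation. The nuclear RNA *MALAT1* was at 4.17 there and at 6.22 to 6.81 elsewhere. A probeset at the 5' end of 18S RNA was at 2.95 there and at 7.28 to 8.8 elsewhere. Both are named after their values were seen. Of 2 other RNAs taken as nuclear, *TUG1* deviated by 0.020 and *OIP5-AS1* by 0.21, a median of 0.11. They are too few to judge a loss of nuclear RNA, and whether both are nuclear was not checked. The shift of Empty vector replicate 1 from the other controls had a slope of 0.14 on the shift of the USF1 arrays. This argues against a USF1 array under a wrong name. No biological explanation was tested.

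The overlap of *USF1* regulated and rs3737787 correlated genes, at a 2-sided p-value of 0.0443 from Fisher's exact test on distinct genes, may come in part from genes with several probesets, which can enter both lists more often. With genes permuted within strata of probeset number alone, 229.6 shared genes were expected against the 240 observed (p-value = 0.418, permutation test, 2-sided), and within strata of mean expression alone 215.9 (p-value = 0.051). As the p-value lay above 0.05 with either kind of strata, and the background was not restricted to genes measured in fat, this stays open. If *USF1* linked the lists in one direction, the signs at shared probesets should be associated. Of the 220 shared probesets, 12 with negative and 151 with positive effects of genotype were lower in USF1 cells and 9 and 48 were higher (odds ratio 0.426, 95% interval 0.154 to 1.22, p-value = 0.071, Fisher's exact test, 2-sided). The test was set to exclude such a link at a p-value of 0.05 or more, but that bound was wrong, as a p-value that misses the threshold does not show that the signs are unrelated, and the interval holds both no association and a strong one. The link in one direction is therefore neither shown nor excluded.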
